# Molecular response to the pathogen *Phytophthora sojae* among ten soybean near isogenic lines revealed by comparative transcriptomics

**DOI:** 10.1186/1471-2164-15-18

**Published:** 2014-01-10

**Authors:** Feng Lin, Meixia Zhao, Douglas D Baumann, Jieqing Ping, Lianjun Sun, Yunfeng Liu, Biao Zhang, Zongxiang Tang, Elisa Hughes, Rebecca W Doerge, Teresa J Hughes, Jianxin Ma

**Keywords:** Comparative transcriptomics, Resistance to *Phytophthora sojae*, Soybean

## Abstract

**Background:**

Phytophthora root and stem rot (PRR) of soybean, caused by *Phytophthora sojae*, is controlled by *Rps* genes. However, little is known regarding the *Rps*-induced molecular responses to *P. sojae* and how they actually overlap. We thus sequenced, analyzed, and compared the transcriptomes of 10 near isogenic lines (NILs), each with a unique *Rps* gene/allele, and the susceptible parent Williams, pre- and post-inoculation with the pathogen.

**Results:**

A total of 4,330 differentially expressed genes (DEGs) were identified in Williams versus 2,014 to 5,499 DEGs in individual NILs upon inoculation with the pathogen. Comparisons of the DEGs between the NILs and Williams identified incompatible interaction genes (IIGs) and compatible interaction genes (CIGs). Hierarchical cluster and heatmap analyses consistently grouped the NILs into three clusters: Cluster I (*Rps1-a*), Cluster II (*Rps1-b*, *1-c* and *1-k*) and Cluster III (*Rps3-a*, *3-b*, *3-c*, *4*, *5*, and *6*), suggesting an overlap in *Rps*-induced defense signaling among certain NILs. Gene ontology (GO) analysis revealed associations between members of the WRKY family and incompatible reactions and between a number of phytohormone signaling pathways and incompatible/compatible interactions. These associations appear to be distinguished according to the NIL clusters.

**Conclusions:**

This study characterized genes and multiple branches of putative regulatory networks associated with resistance to *P. sojae* in ten soybean NILs, and depicted functional “fingerprints” of individual *Rps*-mediated resistance responses through comparative transcriptomic analysis. Of particular interest are dramatic variations of detected DEGs, putatively involved in ethylene (ET)-, jasmonic acid (JA)-, (reactive oxygen species) ROS-, and (MAP-kinase) MAPK- signaling, among these soybean NILs, implicating their important roles of these signaling in differentiating molecular defense responses. We hypothesize that different timing and robustness in defense signaling to the same pathogen may be largely responsible for such variations.

## Background

Phytophthora root and stem rot (PRR) is one of the most devastating diseases of soybean (*Glycine max*), causing nearly $200 million in annual yield losses in the U.S. alone [1]. PRR is caused by the soil-borne, hemibiotrophic pathogen *Phytophthora sojae*, and is most effectively controlled by *Rps* (Resistance to *P. sojae*) genes. The resistance conferred by an *Rps* gene is race specific, and the interaction between an *Rps* gene and the corresponding avirulence (*Avr*) gene in *P. sojae*, follows the gene-for-gene model [2]. Currently, 18 *Rps* genes/alleles from soybean and 12 *Avr* genes from *P. sojae* have been identified [3-5].

Like most resistance (*R*) genes, the *Rps* gene family encodes, or is predicted to encode nucleotide binding leucine rich repeat (NB-LRR)-type proteins [6-8], which are able to recognize the *Avr* effector proteins of pathogens directly or indirectly to induce the appropriate defense response [9,10]. The first evidence of a direct interaction between an *R* and *Avr* protein was reported in the flax-*Melampsora lini* pathosystem [11]. Indirect interactions, however, are more common. In these cases, the *R* protein appears to require the existence of a ‘guard protein’ or ‘decoy’ in order to recognize an *Avr* protein [12,13]. A classical example of this type of interaction is the RPM1-interacting protein 4 (RIN4), which is ‘guarded’ by RPM1 (RESISTANCE TO PSEUDOMONAS SYRINGAE PV MAC*ULICOLA 1)* and RPS2 (RESISTANCE TO *P. SYRINGAE* 2) proteins in *Arabidopsis*[14,15].

The recognition of pathogen effectors triggers an innate immunity response that is mediated by two distinct types of NB-LRR proteins, the toll-interleukin-1 receptor (TIR)-NB-LRR proteins and the coiled-coil (CC)-NB-LRR proteins. The former requires EDS1 (ENHANCED DISEASE SUSCEPTIBILITY 1), a central regulator of effector-triggered immunity (ETI), which functions together with PAD4 (PHYTOALEXIN DEFICIENT 4). In contrast, the latter NB-LRR proteins are independent of EDS1 but require NDR1 (NON-RACE-SPECIFIC DISEASE RESISTANCE 1) [16-21]. The interaction among these intracellular proteins results in a regulation network of phytohormone signaling, which is mainly mediated by salicylic acid (SA) for biotrophic and hemibiotrophic pathogens, and jasmonic acid (JA) and ethylene (ET) for necrotrophic pathogens [8,22]. In addition to SA, JA and ET, other phytohormones such as brassinosteroids (BR), abscisic acid (ABA), auxin, gibberellins (GA) and cytokinin (CK) also contribute to plant immune responses, with complex crosstalk between one another [23].

It is suggested that the resistance to *P. sojae* conferred by *Rps* genes is mediated by the SA signaling pathway, with the induction of SA-mediated systemic acquired resistance (SAR) occurring several days post infection (dpi) via expression of the gene *NPR1*[24-26]. During this process, two putative regulators of the chromosome condensation 1 (*RCC1*) gene family are down-regulated during the incompatible interaction [27]. Besides SA, exogenous treatment of 1-aminocyclopropane-1-carboxylic acid (ACC, a precursor of ET) has been shown to enhance resistance while applications of GA and ABA induce susceptibility, highlighting the complexity of phytohormone signaling pathways in response to attack by *P. sojae*[26,28,29].

A microarray study of transcriptomes from one susceptible and two partially resistant soybean genotypes indicated that 97-99% of all detectable genes experienced transcriptional modulation five dpi in response to infection by *P. sojae*[30]*.* However, the majority of these differences were less than two fold. Another microarray study of transcriptomic changes in soybean revealed a peak in most defense related genes at 24 hours post inoculation (hpi) with *P. sojae*[24]. Recently, Zhang et al conducted a proteomics study in which 46 differentially expressed proteins were identified in soybean after infection with *P. sojae*[31]. Among these, 26 were affected during the incompatible interaction, while the other 20 were altered during the compatible interaction. These studies have contributed to our understanding of the interaction between soybean and *P. sojae*. Nevertheless, what mechanisms underlie compatible and incompatible interactions, how molecular responses mediated by a variety of *Rps* genes/alleles resemble or differ from one another, as well as the nature of these similarity or difference, remain largely unknown.

Access to the soybean genome sequence of Williams 82 (*Rps1-k*) [32], and the advent of high-throughput RNA sequencing (RNA-Seq) by next-generation sequencing technology, have allowed researchers to take a novel look at the molecular interaction between soybean and *P. sojae*. Kim et al reported the first application of RNA-Seq for profiling gene expression in soybean in response to pathogen attack [33]. In this study, the transcriptomes of two near isogenic lines (NILs), one resistant and one susceptible to bacterial leaf pustule, were analyzed 0, 6, and 12 hpi and a total of 2,761 differentially expressed genes (DEGs), including a set of defense response genes, were identified.

NILs are pure breeding lines that are developed by backcrossing a donor line with the recurrent parent for at least five generations to achieve introgression of a desired trait. As such, they share more than 98% genetic identity with the recurrent parent, except for the region where the desired gene is located. In order to determine the molecular mechanisms responsible for *Rps*-mediated defense and to understand molecular basis for diverse responses to the pathogen, we analyzed the transcriptomes of 10 NILs, each with a unique *Rps* gene/allele, along with the susceptible recurrent parent Williams, pre- and post-inoculation with a race 1 isolate of *P. sojae* (avirulent towards NILs; virulent towards Williams).

## Results

### Symptom development in 10 NILs and the recurrent susceptible parent inoculated with *P. sojae*

The 10 soybean NILs carrying *Rps1-a*, *Rps1-b*, *Rps1-c*, *Rps1-k*, *Rps3-a*, *Rps3-b*, *Rps3-c, Rps4*, *Rps5*, or *Rps6*, within the Williams background, provided a unique resource for investigating the common and specific defense responses mediated by individual *Rps* genes against *P. sojae* (Additional file 1). Phenotypic reactions of the 10 NILs and Williams to *P. sojae* 7 days post-inoculation (dpi) with the pathogen were evaluated under greenhouse conditions. In each of three experimental replications, approximately half the number of seedlings from each line was inoculated with race 1 of *P. sojae.* The remaining seedlings were “mock” inoculated in the same manner without the pathogen. In each experimental replicate, Williams was susceptible (expanding lesion/plant death) to *P. sojae*, while all NILs were resistant (Additional file 2). NILs containing *Rps1-a*, *Rps1-b*, *Rps1-c*, *Rps1-k *and *Rps4* displayed 100% survival when challenged with the pathogen. In contrast, NILs containing *Rps3-a*, *Rps3-b*, *Rps3-c*, *Rps5* and *Rps6* showed a slight variation in the proportion of surviving seedlings across the three replicates, which may be attributed to minor differences in environmental conditions. Despite this variation, the percentage of surviving seedlings in each replicate was equal to or greater than 75%, which is generally used as a criterion for defining a pure line resistance [34]. All mock-inoculated seedlings were asymptomatic of PRR (Additional file 2).

### Transcriptional changes in 10 NILs and the recurrent susceptible parent in response to *P. sojae*

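Stem segments of 11 soybean lines were compared 24 h after inoculation with race 1 of *P. sojae* and after mock inoculation, in which stems were wounded without the pathogen. The lines were the susceptible parent Williams, 4 NILs with an allele of *Rps1* and 6 NILs with an allele of *Rps3* or with *Rps4*, *Rps5* or *Rps6*. Inoculation accounted for most of the difference between libraries. Principal component 1 held 69.4% of the variance and set the inoculated library of every line apart from its mock library, while component 2 held 5.53%. Seedlings of a line were bulked into 1 library per treatment, so no line had a replicate, and the 11 lines served as replicates of the response they shared. The authors removed reads of *P. sojae*, aligned the rest to the soybean genome with TopHat, allowing 1 mismatch, counted uniquely mapped fragments per gene with HTSeq and divided the counts of each library by its total, which puts the values in CPM. Every value was a whole number of fragments on this scale within a tolerance of 0.1 fragments, which gave back 5731752 to 15934579 fragments (median 9219352) per inoculated library and 7258568 to 12456066 (median 9967527) per mock library. The values of the *Rps1-k* mock library summed to 1013979 and were used as deposited. In Table 1, 78.36% to 79.75% of the raw reads were clean in 8 inoculated libraries and 86.78% to 93.24% in the *Rps5*, *Rps6* and *Rps1-k* libraries. Mock libraries held 86.35% to 87.33% clean reads in *Rps1-c*, *Rps1-k*, *Rps3-a* and *Rps5* and 92.65% to 92.91% in the other 7 lines. Genes with at least 1 CPM in at least 4 libraries, 33628 of 46367, were tested with limma on log2(value + 1), from the difference between the inoculated and the mock library of each line. Adding 1 makes the fold change of a gene at a low level smaller than its ratio of counts. Without replicates of a line, its DEGs were taken by size, as genes with a log2 fold change of at least 1 in either direction and at least 1 CPM in the higher library (here called the size rule).

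**Figure D1:**
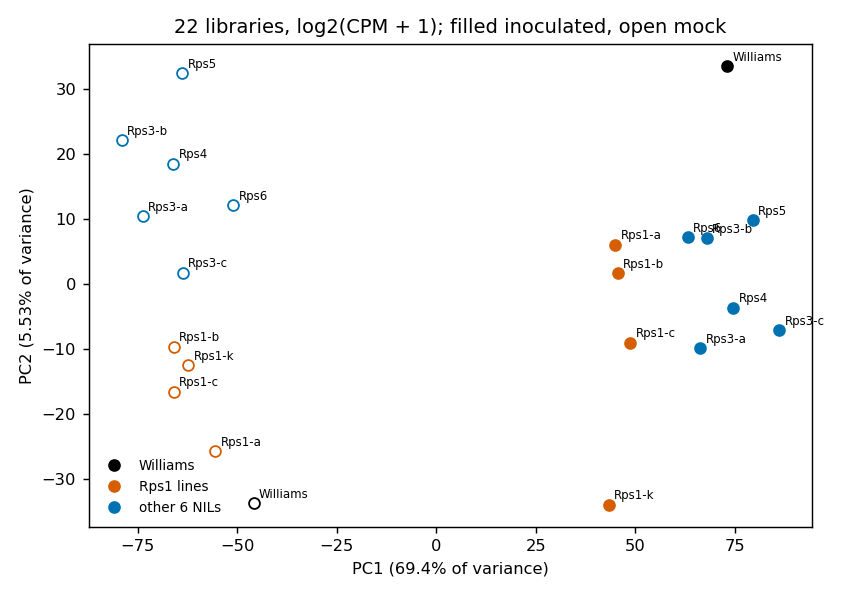
The 22 libraries on principal components 1 and 2 of log2(CPM + 1), 1 point per library, filled for inoculated and open for mock, colored by group of lines. All inoculated libraries lie at positive values of component 1 and all mock libraries at negative values.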

RNAs, representing the entire transcriptomes of *P. sojae* inoculated and mock-inoculated seedlings from each of the 10 NILs and Williams 24 hpi with the pathogen, were sequenced and 14.5 to 50.1 million raw reads were generated for individual samples (Table 1). Trimming adaptor sequences and elimination of low quality reads and reads shorter than 101 bp, resulted in 13.5 to 39.5 million clean reads for each sample. Among these, 71.5% to 87.8% per sample were uniquely mapped to the soybean reference genome v1.0 (Table 1).

**Table 1:** Statistics of pair-end reads in RNA sequencing experiment

**Soybean line**	**Raw reads**	**Clean reads**^**a**^	**Uniquely mapped reads**^**b**^	**% of uniquely mapped reads**^**c**^
**Inoculated Group**				
Williams (*rps*)	50,126,404	39,475,154	28,222,946	71.5
Union (*Rps1-a*)	25,614,448	20,169,804	14,969,954	74.2
L77-1863 (*Rps1-b*)	28,308,350	22,460,578	16,591,206	73.9
L75-3735 (*Rps1-c*)	19,696,090	15,483,052	11,084,896	71.6
Williams82 (*Rps1-k*)	14,508,392	13,527,604	11,527,676	85.2
L83-570 (*Rps3-a*)	21,982,116	17,531,234	12,954,567	73.9
L91-8347 (*Rps3-b*)	32,063,808	25,210,242	18,704,692	74.2
L92-7857 (*Rps3-c*)	29,003,280	22,775,218	16,776,075	73.7
L85-2352 (*Rps4*)	27,891,876	21,857,446	15,860,686	72.6
L85-3059 (*Rps5*)	35,204,260	30,651,204	24,816,154	81.0
L89-1581 (*Rps6*)	26,761,058	23,224,142	19,322,975	83.2
**Mock-inoculated Group**				
Williams (*rps*)	21,949,578	20,385,960	17,841,238	87.5
Union (*Rps1-a*)	25,680,502	23,860,934	20,936,764	87.7
L77-1863 (*Rps1-b*)	20,303,214	18,830,218	16,453,627	87.4
L75-3735 (*Rps1-c*)	26,452,482	22,841,526	19,049,873	83.4
Williams82 (*Rps1-k*)	19,289,852	16,845,090	14,241,574	84.5
L83-570 (*Rps3-a*)	33,576,796	29,006,366	24,493,712	84.4
L91-8347 (*Rps3-b*)	25,609,764	23,775,078	20,880,124	87.8
L92-7857 (*Rps3-c*)	24,806,160	22,983,728	20,078,725	87.4
L85-2352 (*Rps4*)	24,677,426	22,899,582	20,085,744	87.7
L85-3059 (*Rps5*)	26,874,804	23,304,436	19,637,730	84.3
L89-1581 (*Rps6*)	27,363,314	25,362,532	22,151,262	87.3

^a^Reads with a quality score less than 20 and length less than 101 nucleotides were excluded.

^b^Reads uniquely mapped to *G. max* genome assembly (v1.0) using TopHat 2.0 software [58].

^c^Percentage of uniquely mapped reads out of clean reads.

Based on the 46,367 high-confidence gene models annotated in the soybean reference genome [32], the relative change in the abundance of reads mapped to the same genes for inoculated and mock-treated samples, and the criteria for defining DEGs pre- and post-inoculation, a total of 9,847 non-redundant gene models were identified as DEGs in at least one of the 11 soybean lines. 

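Inoculation changed most expressed genes, though the majority of them by less than 2-fold. Across the 11 lines 8190 genes were higher and 13700 were lower after inoculation at an adjusted p under 0.05 (limma), of which 2029 rose and 1184 fell by at least 2-fold. Among genes annotated in the paper's lists of IIGs by category, which were read for 6 of the 10 NILs, that moved the same way in all 11 lines, Glyma09g31430 (response to fungus) rose by 2.42 on the log2 scale (standard error 0.24, adjusted p = 8.82e-07, limma) and Glyma02g47230, a receptor kinase gene, had a log2 fold change of -2.28 (standard error 0.24, adjusted p = 1.79e-06, limma). Larger changes were found in genes without an annotation in the lists read. Glyma01g33150 rose from 4.65 ± 3.82 to 491 ± 142 CPM (SD, n = 11), and Glyma20g27990 fell from 485 ± 73.2 to 15.8 ± 8.55 (SD, n = 11). The balance of rises and falls depended on the scaling. Setting the median of each library equal, which shifted all log2 fold changes up by 0.0858, gave 10379 higher and 10847 lower genes, so that 48.9% rather than 37.4% of the changed genes were higher, and edgeR's quasi-likelihood test on the recovered fragments gave 11013 higher and 10248 lower. By the size rule 11177 genes were DEGs in at least 1 line.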

The numbers of DEGs identified between Williams and the 10 NILs or among the 10 NILs vary greatly. For example, 2,014 to 2,366 DEGs were found in individual NILs containing *Rps1-a*, *Rps1-b*, *Rps1-c,* or *Rps1-k*, while 3,038 to 5,499 DEGs were detected in individual NILs containing *Rps3-a*, *Rps3-b*, *Rps3-c*, *Rps4*, *Rps5* or *Rps6* (Table 2). 

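The 4 *Rps1* lines had fewer DEGs than the other 6 NILs, and the genes that rose in both groups rose less in them. By the size rule the means were 3178 ± 304 DEGs (SD, n = 4 lines) and 4890 ± 683 (SD, n = 6 lines), a ratio of 1.54 (exact permutation test over 210 regroupings of the NILs, two-sided, p = 0.0095). Glyma05g17470 (response to other organism) had a log2 fold change of 1.11 ± 0.44 in the *Rps1* lines (SD, n = 4) and 3.34 ± 0.46 in the other 6 NILs (SD, n = 6). In the mock libraries it was higher in the *Rps1* lines by 0.80, which did not pass (adjusted p = 0.102, limma). Glyma08g03540 (defense response to fungus) fell in the other 6 NILs, with -2.64 ± 0.47 (SD, n = 6), and fell less in the *Rps1* lines, with -0.59 ± 0.57 (SD, n = 4). Its mock level was already lower in the *Rps1* lines by 1.30 on the log2 scale (adjusted p = 0.0069, limma), which is part of this difference. The response of a line was also expressed over all genes that rose by at least 2-fold across lines. It was the slope of the log2 fold changes of the line against the mean of the other 6 NILs. Each of these 6 was left out of its own reference. The slope was 0.726 to 0.853 in the *Rps1* lines and 0.823 to 1.09 in the other 6, with 0.924 in Williams. For the genes that fell it was 0.724 to 0.835 and 0.754 to 1.08, with the lowest value of the 6 in *Rps6*. The slopes allow no fair test between the groups, since every reference was made only from lines of 1 group. Medians of the log2 fold changes need no reference, but the genes were chosen by their mean over the 11 lines. This choice favors genes that respond more in the larger group of 6. For the genes that rose the medians were 1.3019 to 1.5025 in the *Rps1* lines and 1.6395 to 2.0389 in the other 6. For the genes that fell they overlapped, with -1.2084 to -1.0427 in the *Rps1* lines and -1.5143 to -1.1087 in the other 6. Gene by gene, 1156 log2 fold changes were higher and 1495 were lower in the *Rps1* lines at an adjusted p under 0.05 (limma). The count of 2651 fell to 1270 without *Rps1-a* and to 1657 without *Rps5*. Among the 7 NILs whose inoculated library had a share of mapped reads more than 5 points below its mock library, 3 of them *Rps1* lines, it was 1287, and among the 3 NILs without such a drop it was 0 (limma, 5197 at an unadjusted p under 0.05), where 1 *Rps1* line stood against 2.

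**Figure D2:**
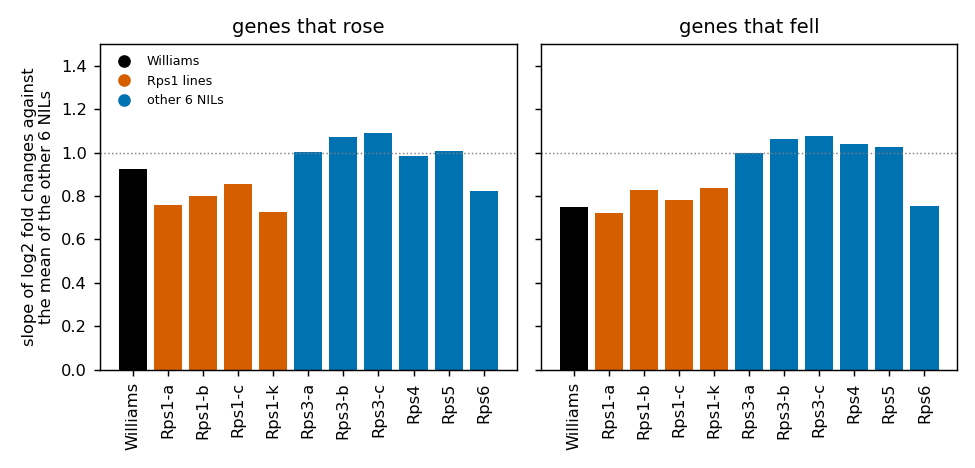
Slope of the log2 fold changes of each line against the mean of the other 6 NILs, each of these 6 being left out of its own reference. Genes that rose (left) and fell (right) by at least 2-fold across the 11 lines are shown, 1 bar per line, colored by group. The dotted line marks a slope of 1. The 4 Rps1 lines lie between 0.724 and 0.853 in both panels.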

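In every NIL more genes rose than fell by the size rule, with a small margin in *Rps5*, but with both libraries required to hold at least 1 CPM falls outnumbered rises in *Rps1-k*, *Rps3-a*, *Rps3-c*, *Rps4* and *Rps5*. By the size rule the NIL with *Rps1-a* had the fewest DEGs in both directions, 1767 higher and 1020 lower after inoculation, but by edgeR's exact test *Rps1-k* had fewer up-regulated DEGs (1286 against 1453). The most down-regulated genes were found with *Rps5*, 2671, but after rescaling within the line *Rps3-c* had more (1933 against 1880). *Rps3-c* and *Rps3-b* had nearly the same number of up-regulated genes, 2863 and 2849 by the size rule, and their order was the opposite by the exact test (2786 and 2831). Glyma15g16780, which has no annotation in the lists read, was up-regulated in all 10 NILs with a log2 fold change of 6.22 ± 0.84 (SD, n = 10).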

Among the 10 NILs, 1,274 to 2,823 DEGs were up-regulated, while 643 to 2,744 DEGs were down-regulated in response to inoculation with the pathogen (Table 2). In comparison, 2,460 up-regulated and 1,870 down-regulated DEGs were identified in Williams upon inoculation with *P. sojae*.

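In Williams 2513 genes rose and 1902 fell by the size rule. The response of Williams was lower than that of the NILs for more genes than it was higher, with 72 lower and 13 higher log2 fold changes at an adjusted p under 0.05 when Williams was set against the 10 NILs (limma). Glyma01g44280 (shoot development) had a log2 fold change of -1.58 in Williams and 0.86 ± 0.45 in the NILs (SD, n = 10). Glyma19g40290 (protein folding) had -2.28 and 0.81 ± 0.49 (SD, n = 10), a difference of -3.09 (standard error 0.46, adjusted p = 0.0404, limma). Williams had 1 library per treatment, and its spread was taken to be that of the NILs. The count depended on which NILs it was set against, at 0 against the 4 *Rps1* lines (limma, 3728 at an unadjusted p under 0.05), 2263 against the other 6, 995 without *Rps1-a* and 1 to 17 without any other NIL, and edgeR's quasi-likelihood test called 630 against all 10.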

**Table 2:** Differentially expressed genes (DEGs) in each soybean line

**Soybean line**	**Up-regulated DEGs**	**Down-regulated DEGs**	**Total**
Williams (*rps*)	2460	1870	4330
Union (*Rps1-a*)	1432	643	2075
L77-1863 (*Rps1-b*)	1536	831	2366
L75-3735 (*Rps1-c*)	1532	698	2230
Williams82 (*Rps1-k*)	1274	740	2014
L83-570 (*Rps3-a*)	2362	1827	4189
L91-8347 (*Rps3-b*)	2823	2166	4989
L92-7857 (*Rps3-c*)	2749	2247	4996
L85-2352 (*Rps4*)	2470	2143	4613
L85-3059 (*Rps5*)	2755	2744	5499
L89-1581 (*Rps6*)	2033	1005	3038

To validate DEGs profiled by RNA-Seq analysis, six detected DEGs per soybean line (Additional file 3) were randomly chosen for quantitative RT-PCR (qRT-PCR) analysis with the same RNA samples as used for RNA-Seq. Subsequently, the patterns of differential expression of these genes detected by RNA-Seq and qRT-PCR were compared. 

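The 7 genes taken for qRT-PCR changed in the libraries as follows, with the mean log2 fold change over the 11 lines. Glyma10g44170 rose by 4.59 ± 0.62 (SD, n = 11) and Glyma02g47940 by 2.59 ± 0.31 (SD, n = 11), both in all 11 lines. The *BAK1* homolog Glyma05g24770, a receptor kinase of brassinosteroid signaling, and the *MPK4* homolog Glyma07g07270 also rose in all lines, by 2.04 ± 0.83 and 1.55 ± 0.71 (SD, n = 11). Glyma09g37290, a homolog of *GASA4*, fell in all 11 lines by a mean of 2.08 on the log2 scale. A *JAZ1* homolog, Glyma11g04130, had positive log2 fold changes in 9 lines and negative ones in Williams and *Rps1-a*, with a mean of 0.88 ± 1.29 (SD, n = 11), and an *EBF1* homolog, Glyma04g20330, rose in 8 lines, with 0.53 ± 0.85 (SD, n = 11). The control gene *cons4* (Glyma12g02310) had -0.02 ± 0.13 (SD, n = 11; from -0.32 to 0.19). The qRT-PCR measurements themselves were not analysed here.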

As shown in Additional file 4, significant correlations between the patterns of DEGs detected by the two approaches were observed for each set of genes chosen from 11 individual lines (Pearson’s correlation coefficient (r), ranging from 0.725 to 0.994), indicating the reliability of DEGs identified by RNA-Seq (Additional file 4).

### Characterization of genes associated with incompatible, compatible, and basal interactions

In an attempt to decipher the molecular basis of resistance and susceptibility to *P. sojae*, we applied a comparative transcriptomics approach to identify DEGs specifically associated with a host response. Three major groups of genes were classified: 1) Incompatible interaction genes (IIGs), are DEGs identified in NILs and associated with resistance; 2) Compatible interaction genes (CIGs) are DEGs identified in Williams and specifically associated with the susceptible response; and 3) Basal interaction genes (BIGs), which are DEGs shared by all NILs and Williams (Figure 1).

**Figure 1:**
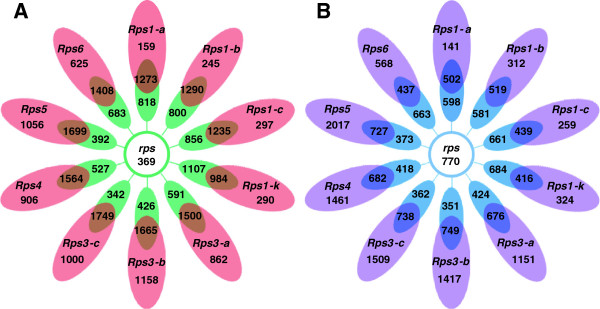
**Comparison of differentially expressed genes (DEGs) between Williams (susceptible to *Phytophthora sojae*) and 10 near isogenic lines (NILs) each containing a single *Rps *(Resistance to *P*. *sojae*) gene. A**: up-regulated DEGs. **B**: down-regulated DEGs. Red and purple represent the number of DEGs specific to individual *Rps* genes and collectively referred to as incompatible interaction genes. Brown and dark purple represent the number of DEGs shared by an individual NIL and Williams. Green and light blue represent the number of DEGs specifically expressed in ‘Williams’ when compared to a specific NIL. The central green and light blue circles represent the common proportion of Williams specific DEGs that are collectively referred to as compatible interaction genes.

A total of 5,806 non-redundant IIGs, 1139 CIGs, and 835 BIGs were identified (Figure 1). 

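By the size rule 7078 genes were IIGs, that is, changed in at least 1 NIL and not in the same direction in Williams. CIGs, changed in Williams and in no NIL in the same direction, numbered 991. BIGs, changed the same way in all 11 lines, numbered 1056. *NDR1* (Glyma12g34210), which acts in signaling from resistance proteins, was higher in the other 6 NILs by 0.97 ± 0.24 on the log2 scale (SD, n = 6), changed by 0.15 ± 0.44 in the *Rps1* lines (SD, n = 4) and by -0.48 in Williams. Passing the size rule in 1 line and not in another does not show a difference between them. With both libraries of a line required to hold at least 1 CPM, 630 genes were BIGs.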

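Up-regulated IIGs numbered 291 in *Rps1-a* and up to 1153 in *Rps3-b*, and down-regulated IIGs 339 in *Rps1-a* and up to 1933 in *Rps5*. In all 10 NILs more IIGs fell than rose by the size rule, whereas by edgeR's exact test more rose in *Rps1-a* (174 against 146), *Rps1-c* (302 against 272) and *Rps6* (631 against 584). In total 2415 genes were up-regulated and 4745 were down-regulated IIGs in at least 1 NIL, some of them in both directions in different NILs. Of 104 genes of auxin signaling and response in the paper's lists of IIGs for 6 NILs, to which the copy of the lists used here is cut, 78 were lower and 15 higher across the 11 lines at an adjusted p under 0.05 (limma; 78 lower and 16 higher when adjusted over the list alone). The study chose the list on these samples, so this is not independent evidence.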

The number of up-regulated and down-regulated IIGs range from 159 to 1,158 and from 141 to 2,017, respectively, among the 10 NILs. Of the 1,139 CIGs, 369 were up-regulated and 770 were down-regulated; and of the 835 BIGs, 696 were up-regulated and 139 were down-regulated (Figure 1).

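The shared response of all 11 lines was mostly a rise, with 855 BIGs up-regulated and 201 down-regulated by the size rule. Changes found in Williams and in no NIL in the same direction were mostly falls, with 326 CIGs up-regulated and 665 down-regulated. Glyma10g39740, a BIG without an annotation in the lists read, fell by 4.44 on the log2 scale across the 11 lines (standard error 0.15, adjusted p = 2.85e-11, limma).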

### Clusters of *Rps*-mediated IIGs

To understand how transcriptomic changes mediated by different *Rps* genes/alleles overlap, we performed hierarchical cluster analysis using pvclust, an R package for assessing the uncertainty in hierarchical clustering [35], with log_2_ fold change (FC) of the 5,806 IIGs identified in at least one of the ten NILs. 

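The 10 NILs were compared by the Pearson correlation, across IIGs, of their log2 fold changes. The other 6 NILs had similar responses, with a mean r of 0.855 between pairs of lines, against 0.681 between pairs of *Rps1* lines and 0.669 between an *Rps1* line and another NIL. The mean within the 6 exceeded the mean between groups by 0.186 (exact permutation test over 210 regroupings, p = 0.0048, the smallest p that they allow). Genes are not independent replicates, so the test was made on lines. The IIGs were chosen from these same log2 fold changes, and the other 6 NILs had more of them. Part of the excess may thus come from the choice of genes. Over all tested genes these mean r values were 0.884, 0.802 and 0.783, and the excess was 0.101 (exact permutation test, p = 0.0048).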

The NILs were grouped into three clusters, Clusters I, II, and III (Figure 2). Cluster I (C-I) consisted of the NIL containing *Rps1-a* only. 

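By correlation across IIGs, *Rps1-a* had the response least like that of the other NILs. Its mean r with *Rps1-b*, *Rps1-c* and *Rps1-k* was 0.628, its highest r was 0.678 with *Rps1-b*, and its lowest was 0.486 with *Rps6*. Each of the other 9 NILs had its lowest r with *Rps1-a*. Complete linkage on these correlations, with 3 groups formed, set *Rps1-a* apart from *Rps1-b*, *Rps1-c* and *Rps1-k*. Other settings gave other groups. Average linkage set both *Rps1-a* and *Rps1-k* apart and joined *Rps1-b* and *Rps1-c* to the NILs without an allele of *Rps1*. Euclidean distance and the use of all tested genes set *Rps1-k* apart and kept *Rps1-a* with *Rps1-b* and *Rps1-c*. In these last settings all *Rps1* lines stayed together in 100% of resampled trees.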

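Resampling the IIGs 1000 times kept the 6 NILs without an allele of *Rps1* together in 100% of trees and *Rps1-b*, *Rps1-c* and *Rps1-k* in 99.7%. Annotated genes chosen for their large differences between the *Rps1* lines and the other 6 NILs went both ways. Glyma16g24920 (innate immune response) rose by 2.98 ± 0.47 in the 6 NILs (SD, n = 6) and by 1.12 ± 0.32 in the *Rps1* lines (SD, n = 4), a difference of -1.86 (standard error 0.23, adjusted p = 0.0017, limma). Its mock level was higher in the *Rps1* lines by 0.98, which did not pass (adjusted p = 0.182, limma). Glyma12g32710 (response to wounding) rose in the *Rps1* lines, by 1.48 ± 0.57 (SD, n = 4), and changed by -0.35 ± 0.56 in the other 6 (SD, n = 6), a difference of 1.83 (standard error 0.31, adjusted p = 0.0048, limma). In the mock libraries its *Rps1* lines differed by -0.75, which did not pass (adjusted p = 0.149, limma).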

Cluster II (C-II) was composed of those NILs containing *Rps1-b*, *Rps1-c* and *Rps1-k*, while Cluster III (C-III) included those NILs containing *Rps3-a*, *Rps3-b*, *Rps3-c*, *Rps4*, *Rps5*, and *Rps6.* This clustering of IIGs was further supported by the hierarchical cluster structure of the ten NILs revealed by heatmap analysis [36] (Additional file 5). In addition, the numbers of IIGs identified for each individual NIL, were unevenly distributed among different clusters (Figures 1 and 2). For example, 300, 1,193-3,073, and 556-614 IIGs were found in C-I, C-II, and C-III, respectively. 

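By the size rule IIGs were fewest with *Rps1-a*, 630, and numbered 1032, 1143 and 1668 with *Rps1-b*, *Rps1-c* and *Rps1-k*. The other 6 NILs had 1520 (*Rps6*) to 2918 (*Rps5*). The mean of these 6 was 2.25 times the mean of the 4 *Rps1* lines (exact permutation test over 210 regroupings, two-sided, p = 0.0095). The range of the *Rps1* lines overlapped that of the other 6 through *Rps1-k* and *Rps6*. By edgeR's exact test the ranges did not overlap, with 320 to 626 in the *Rps1* lines and 1215 to 3116 in the other 6. The ratio of the means was then 4.45.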

The numbers of IIGs in NILs containing different alleles at a same gene locus also varied (Figures 1 and 2).

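The NILs with *Rps3-a*, *Rps3-b* and *Rps3-c* had 2469, 2656 and 2792 IIGs by the size rule, a narrower range than that of the 4 alleles of *Rps1*. By edgeR's exact test they had 2033, 2623 and 2590, a wider range than the 320 to 626 of the *Rps1* lines. The log2 fold change of Glyma04g20330, an *EBF1* homolog, was 0.16 in *Rps3-a*, 0.50 in *Rps3-b* and 0.34 in *Rps3-c*. With 1 library per line and treatment a difference between 2 alleles was not tested.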

**Figure 2:**
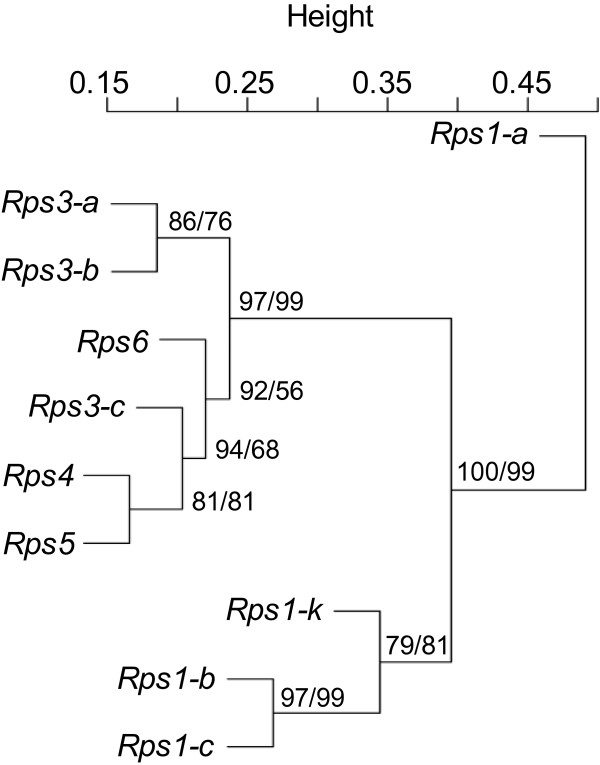
**Hierarchical cluster analysis (pvclust) of incompatible interaction genes identified for 10 soybean near isogenic lines, each containing a single *Rps *gene.** The numbers behind each node represent AU (Approximately Unbiased) / BP (Bootstrap Probability) for an estimation of the confidence of each node.

The IIGs among the three clusters were analyzed by both broad range comparison, where all the genes within a cluster were counted, and narrow range comparison, where only those genes shared by the NILs within a cluster were counted. Broad range comparison showed that 75 up-regulated and 68 down-regulated IIGs were shared by the three clusters, whereas 62, 214, and 4,488 IIGs were unique to NILs in Clusters I, II, and III, respectively (Figure 3A,B). In contrast, narrow range comparison indicated that only 16 up-regulated and 7 down-regulated IIGs were shared among the three clusters (Figure 3C,D). 

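In the broad range comparison, 140 up-regulated and 193 down-regulated IIGs by the size rule were found in at least 1 NIL of each cluster. IIGs found in no other cluster numbered 138 for *Rps1-a*, 883 for the *Rps1-b*, *Rps1-c* and *Rps1-k* lines together and 4091 for the other 6 NILs. These numbers rise with the number of lines in a cluster, which is 1, 3 and 6. *CMPG1* (Glyma14g39300), a ubiquitin ligase of defense, was among the genes shared by all 3 clusters, with a log2 fold change that was lower in the *Rps1* lines than in the other 6 NILs by 0.93 on the log2 scale (standard error 0.20, adjusted p = 0.0171, limma).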

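In the narrow range comparison, 32 genes were up-regulated and 25 were down-regulated by the size rule in all 10 NILs and not in Williams. *LAC11* (Glyma11g07430), a laccase, was of this kind, with a log2 fold change of 1.73 ± 0.23 in the NILs (SD, n = 10) and 0.77 in Williams. *GRX480* (Glyma13g30770), a glutaredoxin that links salicylic acid to jasmonic acid signaling, rose by 1.92 ± 0.39 in the NILs (SD, n = 10) and by 0.20 in Williams.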

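The 23 genes that the paper lists were up-regulated (16) or down-regulated (7) in all 10 NILs and not called in Williams, both by the size rule and by edgeR's exact test. Of the 16 genes, 15 also rose in Williams, by less than 2-fold, and the exception was the bHLH gene Glyma01g32130. Medians over the 16 genes were 1.52 in the *Rps1* lines, 2.00 in the other 6 NILs and 0.79 in Williams, and medians over the 7 genes were -1.76, -2.04 and -0.90. The receptor kinase gene *RK3* (Glyma09g15090) rose most, by 2.81 across the 11 lines (standard error 0.22, adjusted p = 1.00e-07, limma), with 0.85 in Williams. *CEL3* (Glyma04g12290), a cellulase, fell by 1.60 (standard error 0.13, adjusted p = 1.14e-07, limma). Williams lay outside the range of the NILs for all 23 genes, which the list was chosen to show in these same samples, so the list is not independent evidence. Set against the 10 NILs, 0 of the 23 genes differed at an adjusted p under 0.05 over all genes (limma, 20 at an unadjusted p under 0.05), while 12 were lower and 7 were higher when adjusted over the list alone. By edgeR's quasi-likelihood test 3 differed, *RK3*, *SGP2* (Glyma12g10670) and *GRX480*.

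**Figure D3:**
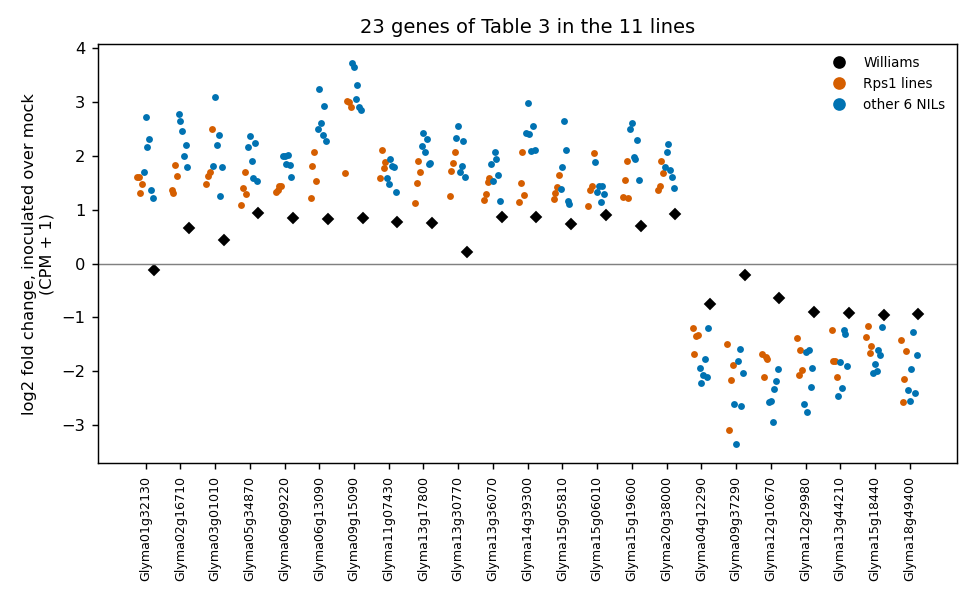
Log2 fold change, inoculated over mock (CPM + 1), of the 23 genes of Table 3, 1 point per line, colored by group of lines. The median over genes of the mean over the 11 lines is 1.71 for the 16 up-regulated and -1.89 for the 7 down-regulated genes, with Williams nearest to 0 in each gene.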

The annotation of these 23 IIGs is listed in Table 3.

**Figure 3:**
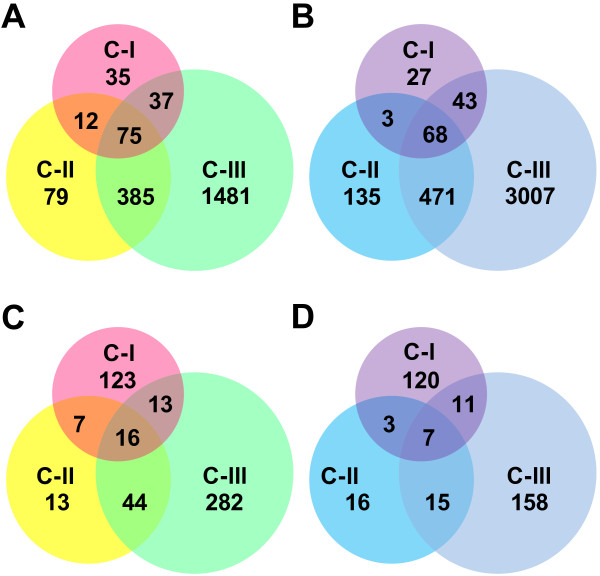
**Comparison of incompatible interaction genes between three clusters, C-I, C-II, and C-III. A**: Broad range comparison for up-regulated genes. **B**: Broad range comparison for down-regulated genes. **C**: Narrow range comparison for up-regulated genes. **D**: Narrow range comparison for down-regulated genes.

**Table 3:** Incompatible interaction genes (IIGs) shared by all the near isogenic lines and their annotation

**Gene**	**Arabidopsis homologous gene**	**Gene symbol**	**Gene annotation**	**GO group**
**Up regulated**				
Glyma01g32130	AT2G40435	-	Transcription factor, bHLH	Response to biotic or abiotic stress
Glyma02g16710	AT1G03220	-	Eukaryotic aspartyl protease family protein	Metabolism
Glyma03g01010	AT4G26010	-	Peroxidase superfamily protein	Response to biotic or abiotic stress
Glyma05g34870	AT1G14870	PCR2	Plant cadmium resistance 2	-
Glyma06g09220	AT5G25880	NADP-ME3	NADP-malic enzyme 3	Response to biotic or abiotic stress
Glyma06g13090	AT5G24110	WRKY30	WRKY DNA-binding protein 30	Response to biotic or abiotic stress
Glyma09g15090	AT4G21380	RK3	Receptor kinase 3	Metabolism
Glyma11g07430	AT5G03260	LAC11	Laccase 11	Metabolism
Glyma13g17800	AT4G04450	WRKY42	WRKY family transcription factor	Biological regulation
Glyma13g30770	AT1G28480	GRX480	Thioredoxin superfamily protein	Response to biotic or abiotic stress
Glyma13g36070	AT3G20660	4-Oct	Organic cation/carnitine transporter4	Biological regulation
Glyma14g39300	AT1G66160	CMPG1	CYS, MET, PRO, and GLY protein 1	Response to biotic or abiotic stress
Glyma15g05810	AT2G41480	-	Peroxidase superfamily protein	Response to biotic or abiotic stress
Glyma15g06010	AT5G64260	EXL2	Exordium like 2	-
Glyma15g19600	AT2G05940	-	Protein kinase superfamily protein	Metabolism
Glyma20g38000	AT1G09090	RBOHB	Respiratory burst oxidase homolog B	Response to biotic or abiotic stress
**Down regulated**				
Glyma04g12290	AT1G71380	CEL3	Cellulase 3	Response to biotic or abiotic stress
Glyma09g37290	AT5G15230	GASA4	GAST1 protein homolog 4	Response to biotic or abiotic stress
Glyma12g10670	AT3G21700	SGP2	Ras-related small GTP-binding family protein	Response to biotic or abiotic stress
Glyma12g29980	AT4G39370	-	Ubiquitin-specific protease 27	-
Glyma13g44210	AT5G20190	-	Tetratricopeptide repeat (TPR)-like superfamily protein	-
Glyma15g18440	AT4G29720	PAO5	Polyamine oxidase 5	Metabolism
Glyma18g49400	AT5G15230	GASA4	GAST1 protein homolog 4	Response to biotic or abiotic stress

### Putative functions of DEGs based on gene ontology (GO) analysis

To understand the functional components involved in molecular responses to *P. sojae*, we annotated the putative products encoded by IIGs, CIGs, and BIGs based on GO analysis (Figure 4; Additional file 6). These DEGs were grouped into seven categories: 1) Response to biotic or abiotic stress; 2) Biological regulation; 3) Growth and development; 4) Transport; 5) Metabolism; 6) Miscellaneous; and 7) Unclassified. 

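The copy of the paper's lists of IIGs by category that was used here is cut and holds the whole lists of 6 of the 10 NILs, 12 lists in all, and 95.2% of their 4526 entries were IIGs by the size rule. Among the entries that were IIGs by this rule, response to biotic and abiotic stress was the largest category in all 12 lists, with 40.7% to 48.8%, followed by metabolism. Defense genes went both ways. Of 277 genes of defense and response to organisms in the lists of these 6 NILs, 136 were higher and 110 lower across the 11 lines at an adjusted p under 0.05 (limma; 138 and 110 when adjusted over the list alone). Most of the other lists held more genes that fell than rose, and whether a list departed from the balance over all genes was not tested. Of 39 genes of cell division 27 were lower and 11 higher (27 and 11 over the list alone), of 44 cell wall genes 25 were lower and 12 higher (25 and 13), of 74 genes of light response and photosynthesis 47 were lower and 23 higher (47 and 24), and of 46 gibberellin genes 28 were lower and 13 higher (28 and 14). Of 17 phenylpropanoid and flavonoid genes 15 were lower and 1 higher (15 and 2), of 32 heat genes 21 were lower and 4 higher (21 and 4), and of 30 genes of oxidative stress 15 were higher and 12 lower (16 and 12). All these lists were drawn by the study from the same samples and are not independent evidence.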

For IIGs, the majority of annotated genes fell into the category of “response to biotic stress and abiotc stress” (Figure 4; Additional files 6 and 7). This pattern was also observed for CIGs and BIGs (Figure 4; Additional file 7). Of the 23 IIGs shared by the 10 NILs, 12, 2, and 5, were found to be related to “response to biotic or abiotic stress”, “biological regulation”, and “metabolism”, respectively (Table 3). 

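Of the 12 shared IIGs that the paper places under response to stress, 8 rose and 4 fell. The peroxidase gene Glyma03g01010 rose across the 11 lines by 1.84 (standard error 0.19, adjusted p = 1.16e-06, limma). Another peroxidase gene, Glyma15g05810, rose by 1.58 ± 0.49 in the NILs (SD, n = 10) and by 0.73 in Williams. *SGP2* (Glyma12g10670), a small GTPase gene, fell by 2.04 on the log2 scale (standard error 0.16, adjusted p = 1.13e-07, limma).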

The remaining four shared genes could not be classified into any functional category.

**Figure 4:**
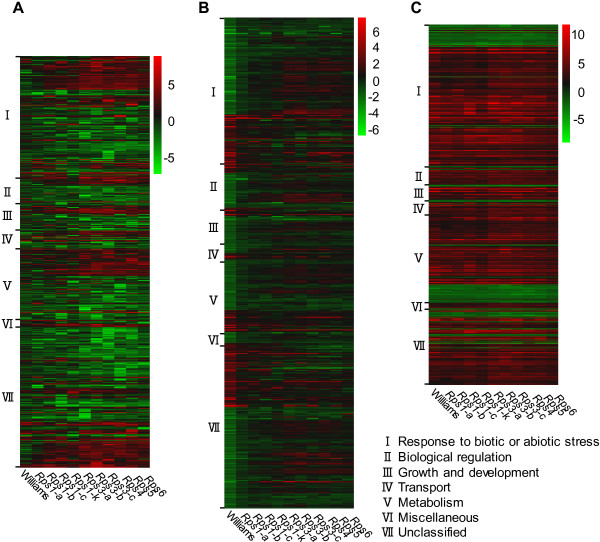
**Heatmap analysis of three categories of differentially expressed genes based on gene ontology analysis.** The values used to draw heatmaps are Log_2_ (fold change) of expression level of post inoculation to mock inoculation. **A**: Incompatible interaction genes. The Log_2_ (fold change) less than 3 in all 10 resistant near isogenic lines were not shown here. **B**: Compatible interaction genes. **C**: Core basal interaction genes.

### Putative transcription factors (TFs) involved in molecular responses to *P. sojae*

It is documented that TFs play important roles in plant defense and stress responses. As such, we annotated and analyzed putative TFs in the sets of DEGs detected in this study based on a soybean TF database that is composed of 5,671 predicted TFs [37]. Of the 5,806 non-redundant IIGs, 282 up-regulated and 543 down-regulated genes were annotated as putative TFs. The up-regulated and down-regulated IIG TFs range from 13 to 177 and from 21 to 307, respectively, among the 10 NILs (Additional files 8 and 9). The number of IIG TFs also varied among the three clusters, with 34, 164, and 791 in C-I, C-II, and C-III, respectively. The most abundant ones along these IIG TFs (either up-regulated or down-regulated) were of the WRKY family, accounting for 23.1% of all IIG TFs identified in C-I, 18.5-25.8% in C-II, and 14.0-18.6% in C-III (Additional file 9). Only three up-regulated IIG TFs (1 bHLH and 2 WRKY) and one down-regulated TF (TPR) were found to be shared by all the 10 NILs (Table 3; Additional file 9).

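The transcription factor genes shared by all 10 NILs changed by more than 2-fold in every NIL. *WRKY30* (Glyma06g13090) had a log2 fold change of 2.12 across the 11 lines (standard error 0.19, adjusted p = 4.04e-07, limma), rising by 2.65 ± 0.36 in the 6 NILs of Cluster III (SD, n = 6) and by 1.66 ± 0.37 in the *Rps1* lines (SD, n = 4; adjusted p of the difference 0.0133, limma). *WRKY42* (Glyma13g17800) rose by 1.79 (standard error 0.13, adjusted p = 6.77e-08, limma). The bHLH gene Glyma01g32130 rose by 1.75 ± 0.49 in the NILs (SD, n = 10) and changed by -0.12 in Williams, a difference that did not pass over all genes (adjusted p = 0.0809, limma). The TPR gene Glyma13g44210 fell by 1.72 on the log2 scale across lines (standard error 0.13, adjusted p = 8.11e-08, limma) and fell in Williams too, by 0.91.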

Of the 1,139 CIGs identified in Williams, 43 up-regulated and 149 down-regulated genes were found to be putative TFs (Additional file 9). The largest proportion of up-regulated CIG TFs belonged to the MYB/HD-like family (16.3%), followed by the AP2-EREBP family (14.0%). In contrast, members of the AP2-EREBP family represented the largest number (20.8%) of down-regulated CIG TFs, followed by MYB/HD-like (10.1%) and bHLH (9.4%). None of these 43 up-regulated CIG TFs belonged to WRKY family.

Of the 835 non-redundant BIGs shared by all the 11 soybean lines, 41 up-regulated and 9 down-regulated ones were found to be TFs (Additional file 9). Among the up-regulated BIG TFs, the most abundant ones are of the WRKY family (34%), followed by the MYB/HD-like family (19.5%).

### Knowledge-based comparative analysis of *Rps* gene-mediated defense signaling pathways

The DEGs showing homologies to previously identified protein genes responsible for pathogen recognition and defense, or defense-related phytohormone signaling genes were further analyzed. 

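Of 41 homologs of signaling genes that the paper shows for defense and hormones, 25 rose and 6 fell across the 11 lines at an adjusted p under 0.05 (limma; 28 and 6 when adjusted over the list alone). Between the *Rps1* lines and the other 6 NILs 21 of the 41 differed, with 19 log2 fold changes lower and 2 higher in the *Rps1* lines (limma; 23 and 4 over the list alone). Part of this lay in the mock libraries, where 12 were higher and 2 lower in the *Rps1* lines, while in the inoculated libraries 10 were lower and 0 were higher (limma). The phenylalanine ammonia-lyase gene *PAL* (Glyma13g20800), at the entry to phenylpropanoid and salicylic acid synthesis, rose in all 11 lines, by 0.81 (standard error 0.07, adjusted p = 4.43e-07, limma). The 3 homologs of *PAD4*, a gene of salicylic acid signaling, went both ways, with -0.95 for Glyma04g38700 and 0.70 for Glyma08g00420 across lines (adjusted p = 1.71e-07 and 0.0016, limma), and 0.40 for Glyma05g32760, which did not pass (adjusted p = 0.0827, limma). The study chose the genes on these samples, so the counts are not independent evidence.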

Overall, these DEGs exhibited diverse patterns of distribution among the three NIL clusters (Figure 5). For example, of the 26 up-regulated IIGs homologous to previously reported defense/stress signaling genes, 24 were found only in NILs within Cluster III. In contrast, only one (*Glyma20g38000*) of the two *RBOH B* gene homologs was found to be up-regulated in all 10 NILs. It is notable that the majority of the putative DEGs involved in defense-related phytohormone signaling pathways showed distinct or opposite patterns of variation in gene expression between Williams and NILs, particularly the NILs within the Cluster III (Figure 5).

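The defense signaling genes rose mainly in the 6 NILs of Cluster III. Of 14 such homologs in Figure 5, 12 were up-regulated by the size rule in at least 1 NIL, 9 of them in NILs of Cluster III without any *Rps1* line. Of all 41 homologs, 29 were up-regulated in at least 1 NIL, 23 of them in Cluster III without any *Rps1* line. The difference itself was found for 11 of the 14, which were lower in the *Rps1* lines, and 1 was higher (limma, adjusted p under 0.05 over all genes). The kinase gene *MPK3* (Glyma11g15700) rose by 1.39 ± 0.26 in Cluster III (SD, n = 6) and changed by 0.14 ± 0.21 in the *Rps1* lines (SD, n = 4), a difference of -1.25 (standard error 0.15, adjusted p = 0.0016, limma), and its paralog Glyma12g07770 differed by -1.28 (standard error 0.16, adjusted p = 0.0018, limma). Part of the difference of Glyma11g15700 lay in the mock libraries, where it was higher in the *Rps1* lines by 0.66 (adjusted p = 0.0485, limma). Glyma12g07770 was higher there by 0.60, which did not pass (adjusted p = 0.107, limma). *FLS2* (Glyma08g08810), the receptor for bacterial flagellin, rose by 1.31 ± 0.42 in Cluster III (SD, n = 6) and changed by -0.15 ± 0.44 in the *Rps1* lines (SD, n = 4; adjusted p of the difference 0.0041, limma). Its mock level was higher in the *Rps1* lines by 0.54, which did not pass (adjusted p = 0.0554, limma).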

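The *RBOHB* homologs encode oxidases that make superoxide at the plasma membrane. Glyma20g38000 rose in all 11 lines by 1.65 (standard error 0.10, adjusted p = 9.20e-09, limma), with no difference found between the *Rps1* lines, 1.60 ± 0.24 (SD, n = 4), and the other 6 NILs, 1.80 ± 0.30 (SD, n = 6; adjusted p = 0.535, limma). Glyma03g39610 rose by 2.36 ± 0.51 in the other 6 NILs (SD, n = 6), by 0.78 ± 0.65 in the *Rps1* lines (SD, n = 4) and had -0.91 in Williams. The difference between the groups of NILs was -1.58 (standard error 0.30, adjusted p = 0.009, limma). Its mock level was higher in the *Rps1* lines by 1.03 on the log2 scale, which did not pass (adjusted p = 0.102, limma).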

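Of the 41 homologs, 6 were up-regulated and 6 were down-regulated in Williams by the size rule. Between Williams and the 10 NILs 0 of the 41 differed over all genes (limma, 26 at an unadjusted p under 0.05), and 14 were lower and 6 higher in Williams when adjusted over the list alone, which the study chose on these samples. By edgeR's quasi-likelihood test 3 of the 41 differed, Glyma04g20330 (*EBF1*), Glyma05g24770 (*BAK1*) and Glyma13g29070 (*JAZ8*). *JAZ8* (Glyma13g29070) had the largest gap, at -2.87 in Williams and a mean of 1.15 in the NILs, a difference of -4.02 (standard error 0.97, adjusted p = 0.0803, limma). A gene of the gibberellin pathway, Glyma13g01140, fell in Williams by 2.82 and rose in the NILs by 1.73 ± 1.21 (SD, n = 10), a difference that did not pass over all genes (limma).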

**Figure 5:**
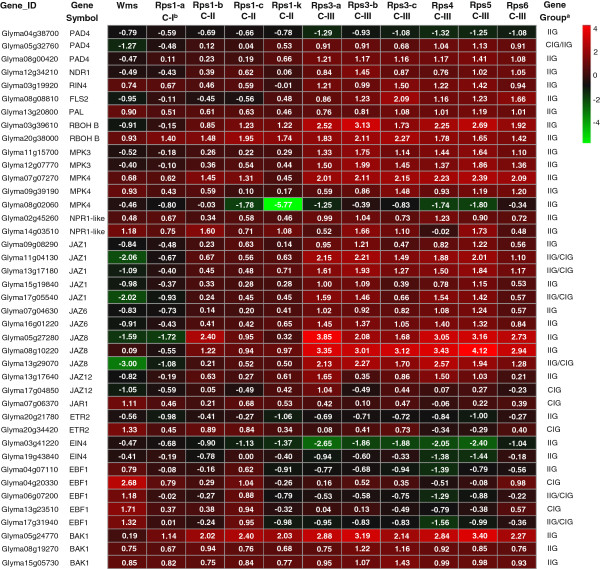
**Expression of selected IIGs or CIGs involved in defense response and defense related phytohormone signaling pathways.** The values and the corresponding depth of different colors in each square indicate Log_2_ (fold change) of expression level of post inoculation to mock inoculation. ^a^Classification of differentially expressed genes. IIG = Incompatible interaction gene. CIG = Compatible interaction gene. ^b^Clustering of *Rps* genes based on hierarchical cluster analysis of IIGs. C-I = Cluster I. C-II = Cluster II. C-III = Cluster III.

Previous studies indicated that the resistance to *P. sojae* in soybean was mediated by SA signaling [24-26], with the *NPR1* as the key component of SA-mediated signaling [38]. In this study, two *NPR1*-like IIGs (*Glyma02g45260* and *Glyma14g03510*) were identified (Figure 5). However, these two genes differ from the two *NPR1*-like genes reported by Sandhu et al [25]. 

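*NPR1* encodes a receptor of salicylic acid. Glyma02g45260 rose in all 11 lines by 0.70 on the log2 scale (standard error 0.08, adjusted p = 3.04e-06, limma), with 0.46 in Williams, and Glyma14g03510 rose in 10 lines by 0.74 (standard error 0.11, adjusted p = 6.27e-05, limma), with 0.89 in Williams. The response of Williams was not found to differ from that of the NILs in either gene (adjusted p = 0.755 and 0.916, limma). Both rises were under 2-fold.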

In the later study, they studied soybean leaves four dpi with *P. sojae* race 4 while, in the present study, we studied stems 24 hpi with *P. sojae* race 1. As such, these two studies are less comparable.

As an antagonist of SA, the JA pathway is repressed by JAZ proteins in *Arabidopsis*[39,40]. Several *JAZ* homologs were identified as IIG and/or CIG, including homologs of *JAZ1*, *JAZ6*, *JAZ8* and *JAZ12* (Figure 5). These homologs showed a consistent expression pattern that was up-regulated NILs and down-regulated in Williams. In contrast to the JAZ proteins, *JAR1* (Jasmonate resistant1) appears to be required for the activation of the JA signaling pathway in *Arabidopsis*[41,42]. 

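The 12 homologs of *JAZ1*, *JAZ6*, *JAZ8* and *JAZ12*, which encode repressors of jasmonic acid signaling that jasmonic acid and wounding induce, passed the size rule as up-regulated in the other 6 NILs (5 to 10 of 12 per line) and in 0 of the 4 *Rps1* lines. In Williams 5 of 12 were down-regulated (6 by edgeR's exact test) and in *Rps1-a* 1 was (0 by the exact test). By sign alone, without a test, 11 of 12 log2 fold changes were negative in Williams (median -0.93) and all 12 in *Rps1-a* (median -0.53). Medians were 0.37 to 0.46 in *Rps1-b*, *Rps1-c* and *Rps1-k* and 0.69 to 1.54 in the other 6 NILs. Across the 11 lines 8 homologs rose and 0 fell at an adjusted p under 0.05 (limma; 9 rose when adjusted over the list alone, where 0 fell), and 8 responded less in the *Rps1* lines than in the other 6 NILs (10 over the list alone). *JAZ8* (Glyma08g10220) rose by 2.63 ± 0.29 in the 6 NILs (SD, n = 6) and by 0.53 ± 0.67 in the *Rps1* lines (SD, n = 4), a difference of -2.10 (standard error 0.26, adjusted p = 0.0016, limma). Set against the 10 NILs, 0 of the 12 differed in Williams over all genes (limma, 11 at an unadjusted p under 0.05; 1 by edgeR's quasi-likelihood test) and 11 were lower when adjusted over the list alone. Part of these differences lay in the mock libraries. The mock library of Williams was above all 10 NIL mock libraries for 10 homologs and its inoculated library was below all 10 for 8. All 4 *Rps1* mock libraries were above those of the other 6 NILs for 11 homologs, and the *Rps1* inoculated libraries were below them for 1.

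**Figure D4:**
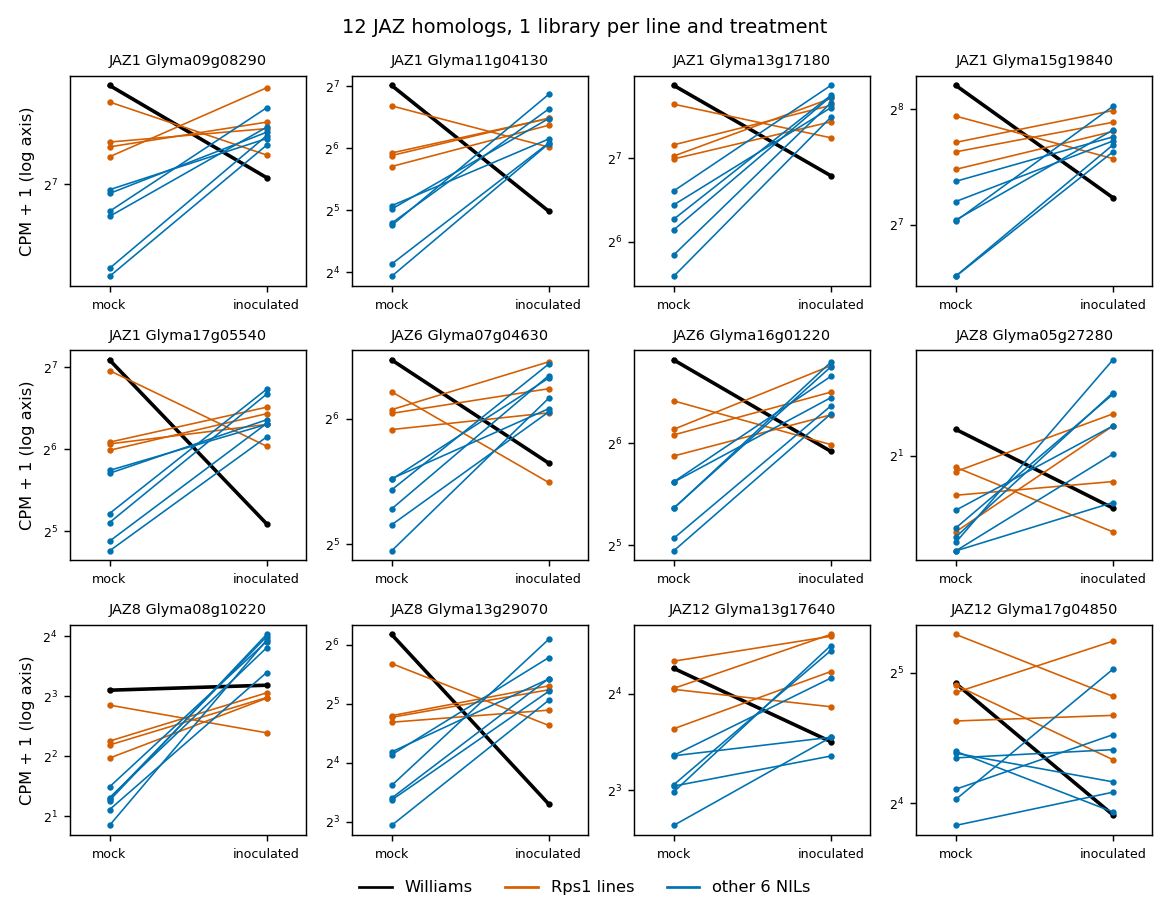
CPM + 1 (log axis) of the 12 JAZ homologs in the mock and the inoculated library of each line, 1 line per soybean line, colored by group. For 11 homologs the 4 Rps1 mock libraries all lie above those of the other 6 NILs.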

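*JAR1* encodes the enzyme that joins jasmonic acid to isoleucine. Its homolog Glyma07g06370 on chromosome 7 rose in 10 of 11 lines, by 0.38 on the log2 scale across lines (standard error 0.08, adjusted p = 0.0012, limma). The rise was 1.03 in Williams and 0.32 ± 0.20 in the NILs (SD, n = 10), a difference of 0.71 that did not pass (standard error 0.23, adjusted p = 0.175, limma).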

We found that a soybean *JAR1* homolog (*Glyma07g06370*) was up-regulated in Williams upon inoculation with the *P. sojae*. These observations suggest that the JA signaling pathway may have played opposite roles in phytohormone signaling between incompatible and compatible interactions.

The ET signaling pathway is generally considered to work cooperatively with JA in response to necrotrophic pathogens [8,22]. In *Arabidopsis*, ET receptors *ETR2*[43] and *EIN4*[44] were both negative regulators of ET signaling, and an ubiquitin/proteasome pathway for the degradation of *EIN3* was mediated by an F-box protein, *EBF1*, to negatively regulate ET responses [23]. We found that one homolog of *ETR2* and two homologs of *EIN4* were down-regulated in NILs, while another homolog of *ETR2* was up-regulated in Williams. In addition to *ETR2* and *EIN4*, we identified five *EBF1* homologs that were down-regulated in all NILs and up-regulated in Williams (Figure 5), suggesting that the ET signaling response to the pathogen was repressed during compatible interactions but activated during incompatible interactions.

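*ETR2* and *EIN4* encode ethylene receptors. The *ETR2* homolog Glyma20g21780 fell in all 11 lines by 0.66 on the log2 scale (standard error 0.08, adjusted p = 7.01e-06, limma), including Williams, where it fell by 0.54. The *EIN4* homologs Glyma03g41220 and Glyma19g43840 fell in 11 and in 10 lines, by 1.29 (standard error 0.17, adjusted p = 1.20e-05, limma) and by 0.52 (standard error 0.12, adjusted p = 0.0013, limma). The other *ETR2* homolog, Glyma20g34420, rose by 1.30 in Williams and by 0.34 ± 0.42 in the NILs (SD, n = 10), a difference that did not pass (adjusted p = 0.312, limma). The fall of Glyma03g41220 was smaller in the *Rps1* lines (difference 0.86, standard error 0.22, adjusted p = 0.0326, limma), but in the inoculated libraries alone its levels did not differ (-0.01, adjusted p = 0.98, limma).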

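*EBF1* encodes an F-box protein that marks a transcription factor of ethylene signaling for breakdown. The 5 homologs had higher log2 fold changes in Williams than on average in the NILs. In Williams they were 0.78 (Glyma04g07110), 2.61 (Glyma04g20330), 1.17 (Glyma06g07200), 1.69 (Glyma13g23510) and 1.31 (Glyma17g31940), and 4 of the 5 passed the size rule. In the NILs means were -0.56 ± 0.55, 0.32 ± 0.51, -0.44 ± 0.59, 0.04 ± 0.53 and -0.58 ± 0.69 in the same order (SD, n = 10), so the spread between NILs was as large as most of the means. The differences between Williams and the NILs did not pass over all genes, the smallest adjusted p being 0.0558 for Glyma04g20330 (limma), and all 5 were higher in Williams when adjusted over the list alone. Across the 11 lines 0 of the 5 rose and 1, Glyma04g07110, fell (adjusted p = 0.0414, limma; 0 when adjusted over the list alone).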

In addition to the three major phytohormones described above, BR have also been found to enhance disease resistance against viral and bacterial pathogens in tobacco and rice [45]. *BAK1* is a crucial component of BR signaling, and can interact with LRR-RLK (leucine-rich repeat receptor-like protein kinase) genes such as *FLS2* to promote their function in plant defense responses [46]. As shown in Figure 5, three *BAK1* homologs were identified as IIGs and all were up-regulated upon inoculation with the pathogen, suggesting a positive role of BR signaling in defense response to *P. sojae*.

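*BAK1* encodes a coreceptor for brassinosteroid and for microbial patterns. Glyma08g19270 and Glyma15g05730 rose in all 11 lines, by 0.84 (standard error 0.06, adjusted p = 4.53e-08, limma) and by 0.92 (standard error 0.06, adjusted p = 2.12e-08, limma), in Williams as much as in the NILs, with differences of -0.12 and -0.10 (adjusted p = 0.885 and 0.903, limma). Glyma05g24770 rose by 0.19 in Williams and 2.22 ± 0.58 in the NILs (SD, n = 10), a difference that did not pass (adjusted p = 0.0972, limma).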

## Discussion

### The nature of distinction in molecular immune response among NILs

One of the most striking observations in this study was the distinction in defense response to inoculation with *P. sojae* among the ten resistant NILs as revealed by comparative transcriptomic analysis. This was reflected not only by the level of variation in the number of IIGs (ranging from 300 to 3073) detected in individual NILs, but also by the relative small numbers of up-regulated (16) and down-regulated (7) IIGs shared by all NILs (Table 3). 

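The genes that differed between the groups of NILs responded mostly in the same direction in both. Of the genes with a different response in the *Rps1* lines, 68.5% changed in the same direction as in the other 6 NILs and less, 3.85% in the same direction and more, and 27.6% in the opposite direction, for 365 genes by more than 2 standard errors. Glyma01g40130 (response to nematode) was of the last kind, at -0.42 ± 0.42 in the *Rps1* lines (SD, n = 4) and 1.27 ± 0.42 in the other 6 NILs (SD, n = 6; adjusted p = 0.0022, limma). Its mock level was higher in the *Rps1* lines by 1.05 on the log2 scale, which did not pass (adjusted p = 0.0634, limma). From the spread in the number of IIGs between NILs and the small number that all NILs share, the paper reasons that the defense responses of the NILs differ, and as one hypothesis it proposes that a differing timing and robustness of the signaling set off by each *Rps* gene may explain the variation.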

In general, different *Rps* genes recognize distinct *Avr* genes in a *P. sojae* population [47], but the *Avr* determinants of different *Rps* genes in a same isolate of the pathogen (i.e., race 1 in this study) may not be distinct. One hypothesis that may explain the observed variations of DEGs among different NILs may be differential timing and robustness in defense responses and signaling mediated by different *Rps* genes/alleles [48]. Although the timing of gene expression mediated by different *R* genes in response to the same pathogen has not been characterized in plants, dramatic and rapid changes in gene expression after inoculation with, or following infection by a pathogen, have been observed [24,49]. A recent study demonstrated that ~5% of DEGs were shared by soybean lines resistant to bacterial leaf pustule at 6 and 12 hpi with *Xanthomonas axonopodis*[33]. 

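Most changes were moderate. Of all DEGs by the size rule in the 11 lines, 93.35% changed by less than 8-fold. The value rests on adding 1 CPM, which makes large ratios at low levels smaller. With 0.25 CPM added instead, 87.01% of the same DEGs were within the limit of 8-fold. *PCR2* (Glyma05g34870), named for cadmium resistance, was within this limit with a log2 fold change of 1.66 across lines (standard error 0.13, adjusted p = 8.24e-08, limma), whereas Glyma02g43580, without an annotation in the lists read, rose by 4.41 (standard error 0.32, adjusted p = 5.22e-08, limma).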

In this study, the majority (>95%) of DEGs showed less than an eight-fold difference in expression levels upon inoculation with the pathogen when given the same cutoff time for each of the 11 lines. Such a low level of expressional changes and uniformed cutoff may have affected the detectability of shared DEGs among different lines. In addition, the NILs remain 1-2% genomic difference (mostly surrounding the *Rps* loci) from each other, which may have affected expression patterns of a small proportion of genes. Furthermore, inoculated regions of seedling stems, near which layers of cells respond to the pathogen, vary in size among different plants and NILs. Such a variation may affect effective identification of DEGs. Therefore, the numbers of DEGs, and particularly IIGs specific to each NIL could be over-estimated. Nevertheless, the DEGs in each line were detected pre-and post-inoculation with the same pathogen, and thus the influence of genomic difference surrounding *Rps* genes on our pipeline for detection of DEGs triggered by the pathogen may be minimal.

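A gene was taken as specific to a line when both of its libraries were apart from all 20 libraries of the other lines by at least 2 on the log2 scale, without regard to inoculation. Of the 17 genes found, 8 lay on the chromosome of the line's own *Rps* locus. The share there, averaged over the 10 NILs with 0 for a NIL without such genes, was 47.78%, and few other assignments of chromosomes to lines gave as much (exact permutation test over 4200 assignments, p = 0.0029). Glyma03g03560 on chromosome 3 was at 40.6 CPM in *Rps1-c* and 3.00 on average in the other lines. Glyma03g05890 on the same chromosome was at 15.9 in *Rps1-k* and 0.334 in the others, and Glyma18g46050 on chromosome 18 at 20.5 in *Rps5* and 1.00 in the others. Glyma13g25420 and Glyma13g26650 on chromosome 13 were low in *Rps3-a* and Glyma18g48730 on chromosome 18 in *Rps4*. In *Rps1-a*, 7 of 9 such genes lay on chromosome 15, between 22615195 and 46178992, rather than on chromosome 3, where its locus lies. With a gap of 3 instead of 2 on the log2 scale, 3 genes were left and none lay on the chromosome of the own locus (exact permutation test, p = 1). The genes named here were chosen after their values were seen.

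**Figure D5:**
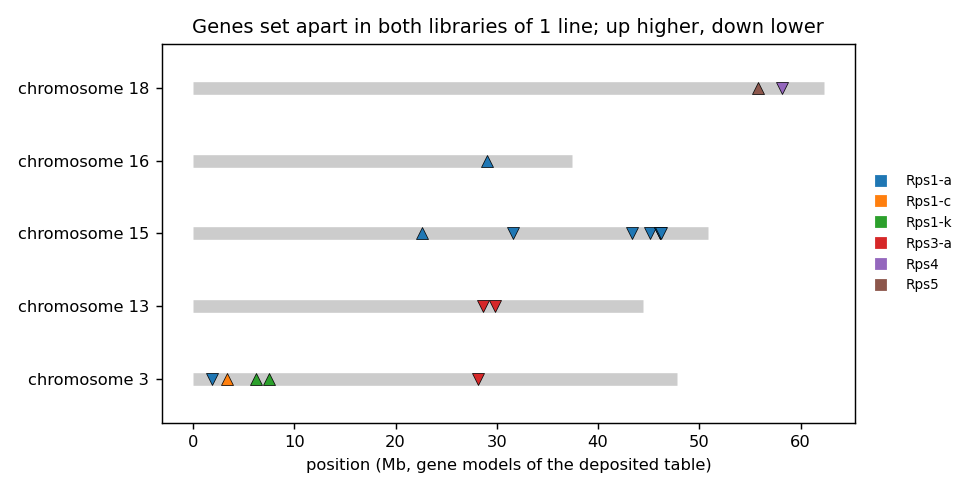
Positions of the 17 line-specific genes (megabases on soybean chromosomes), 1 bar per chromosome, with triangles colored by line and pointing up for genes higher and down for genes lower in both libraries of that line. Of the 9 genes of Rps1-a, 7 lie on chromosome 15.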

It is documented that resistance genes recognize pathogens either directly or indirectly by guarding a protein or using a decoy [13]. In *Arabidopsis*, *RIN4* is ‘guarded’ by resistance genes *RPM1* and *RPS2*, which trigger the immune response [14,15]. In soybean, two of four *RIN4*- homologous genes appear to function as a heteromeric complex in mediating RPG1-B and RPM1-derived resistance to *Pseudomonas syringae*, and silencing *GmRIN4a* or *GmRIN4b* in *rpg1-b* plants enhances basal resistance to virulent strains of *P. syringae* and the oomycete *P. sojae*[50]. 

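*RIN4* is a target of bacterial effectors that resistance proteins guard. The homolog Glyma03g19920 rose in 10 of 11 lines, by 0.84 on the log2 scale (standard error 0.12, adjusted p = 2.91e-05, limma). The rise was 1.16 ± 0.22 in the 6 NILs without an allele of *Rps1* (SD, n = 6), 0.40 ± 0.30 in the *Rps1* lines (SD, n = 4) and 0.71 in Williams. The response was weaker in the *Rps1* lines by 0.76 on the log2 scale (standard error 0.16, adjusted p = 0.0125, limma).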

In our study, a single *RIN4* homolog was found to be up-regulated in C-III NILs, but not in NILs within C-I and C-II. If this *RIN4* homolog did encode the “guard” protein that was recognized by the *Rps* genes in the C-III NILs, then the relatively low numbers of IIGs identified among NILs in C-I and C-II, as compared with the C-III NILs, may be explained by the distinct “recognition” processes needed for triggering the immune response, which may result in variations in speed, timing, and magnitude of molecular responses to the pathogen [48,51].

### Do patterns in transcriptomics distinguish *Rps* genes from alleles?

An allele is defined as an alternative form of the same gene that is located at a specific position on a specific chromosome. In general, different alleles of the same gene are determined by genetic tests for allelism. However, due to the complexity of phenotypes, such as variation in the proportion of surviving plants of a pure NIL that contains an *Rps* gene, as observed in this study, such a test may not be effective in determining whether the resistance carried by two individual lines is controlled by different alleles or different genes. Moreover, many NBS-LRR gene models predicted in the Williams82 genome are clustered in a small number of genomic regions [32,52], which makes it more difficult to distinguish genes resistant to the same pathogen by classic genetic analysis, especially if they are physically adjacent or closely linked to each other.

The *Rps* genes/alleles in the 10 NILs have been previously mapped to three genomic regions: *Rps1-a*, *Rps1-b*, *Rps1-c*, and *Rps1-k* on chromosome 3 [6,53,54], *Rps3-a*, *Rps3-b* and *Rps3-c* on chromosome 13 [1,54,55] and *Rps4*, *Rps5* and *Rps*6 on chromosome 18 [1,54,55]. However, because limited numbers of molecular markers were available and used when these genes/alleles were identified, the genetic distances between genes or alleles mapped in the same chromosomal regions have not been determined. Actually, the alleles at the *Rps1* and *Rps3* loci were simply designated based on their disease reaction to a set of *P. sojae* races. As these three regions are highly enriched with NBS-LRR genes, according to the soybean reference genome, it is possible that some designated alleles of the same gene may be located at different loci.

As different alleles of the same gene are generally more identical to each other than to other genes, people are inclined to speculate that the defense response mediated by different alleles of a same gene may be more similar than those mediated by different genes. At first glance, this hypothesis seems to be supported by the observation that the NILs with *Rps3-a* and *Rps3-b* exhibited similar patterns of transcriptional changes upon inoculation with *P. sojae*, as did the NILs with *Rps1-b* and *Rps1-c* (Figure 2). However, the pattern of transcriptional changes mediated by *Rps3-c* was found to be most similar to those mediated by *Rps4*, *Rps5*, and *Rps6*. Thus, the patterns of transcriptomic changes do not appear to predict genetic similarity and difference among these *Rps* genes and alleles, although we could not rule out the possibility that *Rps3-c* and *Rps1-a* are non-allelic to the *Rps3* and *Rps1* loci, respectively.

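Pairs of alleles were compared by the correlation of log2 fold changes across IIGs. *Rps3-a* and *Rps3-b* had an r of 0.875, and *Rps3-b* had a marginally higher r of 0.876 with *Rps5*. *Rps1-b* and *Rps1-c* had an r of 0.787, while each was most like *Rps3-b*, at 0.791 and 0.790. In the resampled trees *Rps3-a* and *Rps3-b* paired in 99.7%, but in 34.7% without *Rps4* and in 32.5% by Spearman correlation. *Rps1-b* and *Rps1-c* paired in 100% and in at least 99.2% under the other settings that kept both lines. The number of lines per locus allows no test of a single pair.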

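*Rps3-c* had an r of 0.854 with both *Rps4* and *Rps5* and 0.843 with *Rps6*, against 0.840 with *Rps3-b* and 0.833 with *Rps3-a*. The 4 lines with *Rps3-c*, *Rps4*, *Rps5* and *Rps6* stayed together in 50.9% of resampled trees. The share depended on the setting, at 0.9% with average linkage or a pseudocount of 5, 0% over all tested genes and 76.9% with a pseudocount of 0.25. It was 0.2% without *Rps3-a*. For the remaining lines of the group it was 7.9% without *Rps3-c* and 33.3% without *Rps4*. As a group the 3 *Rps3* lines were not found to be more alike than other groups of 3 among these 6 NILs, since 3 of 10 groupings gave a difference as large as 0.0068 (exact permutation test, p = 0.3; the smallest p possible is 0.1). Gene by gene, 0 genes responded differently in the 3 *Rps3* lines and in *Rps4*, *Rps5* and *Rps6* at an adjusted p under 0.05 (limma, 2240 at an unadjusted p under 0.05; edgeR's quasi-likelihood test also called 0). The same test found 88 of 100 added changes of 4-fold and 8 of 100 of 2-fold in simulated data.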

### An integrated picture of molecular responses to *P. sojae*

Based on analysis of putative defense-related genes identified in this study and the patterns of their expressions upon inoculation with the pathogen, we propose a hypothesis that four major phytohormone signaling pathways are involved in defense responses (Figure 6A). During incompatible interaction, the *Rps* protein recognizes the avirulence effector of *P. sojae*, initiating signaling transduction that involves the SA, JA, ET and BR pathways. 

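Genes of hormone response were counted by the hormone that the paper's annotation of the IIGs of 6 NILs names. Of 27 salicylic acid genes 17 rose and 7 fell across the 11 lines at an adjusted p under 0.05 (limma; 17 and 7 when adjusted over the list alone). Of 24 ethylene genes 16 rose and 6 fell (17 and 6 over the list alone), and of 42 jasmonic acid genes 27 rose and 10 fell (28 and 10). Of 26 brassinosteroid genes 14 fell and 9 rose (14 and 9), of 137 abscisic acid genes 76 fell and 45 rose (77 and 46), and of 13 cytokinin genes 10 fell and 2 rose (10 and 2). No list was tested against the balance of rises and falls over all genes. Of the 42 jasmonic acid genes, 20 log2 fold changes were lower and 2 higher in the *Rps1* lines than in the other 6 NILs, and 20 did not pass (27 and 7 over the list alone). In the mock libraries alone 12 of the 42 were higher in the *Rps1* lines and 1 was lower, and in the inoculated libraries alone 8 were lower and 1 was higher. Glyma15g09980 (response to jasmonic acid) rose in the other 6 NILs by 1.34 ± 0.36 (SD, n = 6) and changed by -0.39 ± 0.75 in the *Rps1* lines (SD, n = 4; adjusted p of the difference 0.0052, limma). Its mock level was higher in the *Rps1* lines by 1.09 on the log2 scale (adjusted p = 0.019, limma). The study drew these lists from the same samples, so they are not independent evidence, and a rise of response genes is not a measure of the hormone.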

The SA, ET, and BR pathways are activated, whereas the JA pathway is suppressed. Although the specific functions of individual genes encoding TFs belonging to the WRKY family, as well as those genes for reactive oxygen species (ROS) and MAP kinase (MAPK) cascades remain to be elucidated, it is apparent that some of the genes belonging to these families play pivotal roles in defense signaling transduction. During compatible interaction, the avirulence effector of *P. sojae* induces a set of downstream responses that lead to disease development (Figure 6B). The signatures of the susceptible responses would include up-regulation of the JA pathway, suppression of ET pathway and with no significant changes in SA and BR pathways. It seems possible that the defense responses might be delayed in the compatible interaction due to insufficient activation of the expression of genes related to ROS and phytoalexin biosynthesis, as well as MAPK signaling. Together, these data gained from a unique set of soybean NILs provide a comprehensive picture regarding the molecular mechanisms underlying incompatible and compatible interaction between soybean and *P. sojae*, which shed light on the nature and timing of molecular responses mediated by individual *Rps* genes.

**Figure 6:**
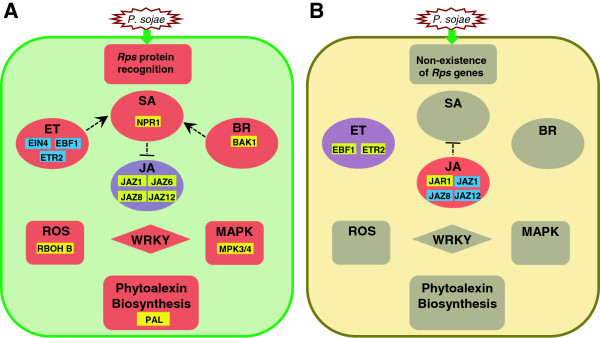
**An integrated picture for gene network of interactions between soybean and race1 of *Phytophthora sojae. *A**: Incompatible interaction. **B**: Compatible interaction. Red = up-regulation of a pathway. Purple = down-regulation of a pathway. Grey = no significant change in pathway. Yellow = up-regulation of genes. Blue = down-regulation of genes. Dotted lines indicate interactions of pathways inferred from *Arabidopsis* studies.

## Conclusions

Comparative transcriptomic analysis of ten resistant NILs and susceptible recurrent line Williams with and without inoculation allowed us to identify DEGs associated with defense responses to *P. sojae* that were unique in each NIL and common among all these NILs, and thus depicted functional “fingerprints” of individual *Rps*-mediated resistance. Further analysis revealed multiple branches of putative ET, JA, ROS, and MAPK regulatory networks underlying the defense responses. Such responses exhibited dramatic variations among the soybean NILs containing distinct *Rps* genes/alleles. We propose different timing of individual *Rps*-mediated defense signaling to the same pathogen may be largely responsible for such variations.

## Methods

### Plant materials and isolates of *P. sojae*

The susceptible cultivar Williams and its ten NILs, each containing a unique *Rps* gene/allele, were used this study (Additional file 1). Each NIL was generated by backcrossing the donor for at least five generations with Williams. For inoculation tests, the isolate *pmg(1)-3* (pathotype race1) of *P. sojae* was used.

### Treatment of soybean materials

Seeds of each soybean line were planted in sterilized sand in 10.1 cm clay pots and placed in a greenhouse. Approximately seven days after planting, at the VC growth stage (unifoliate leave fully expanded), the seedlings for each line were separated into four groups, each containing ~20 seedlings. Two groups were challenged with *P. sojae* using a standard hypototyl inoculation method [56], while the other two groups were mock inoculated (wounded) without the pathogen. At 24 hpi, stems were harvested from one set of inoculated and one set of wounded seedlings by excising 2 to 3 cm across the wounded site and storing immediately in liquid nitrogen. The seedlings in the remaining two groups were kept for evaluating symptom development, which was recorded 7 dpi. Experiments were performed a total of three times.

### RNA sequencing and analysis

Total RNAs were isolated using the RNeasy Plant Mini Kit (Qiagen Inc., Valencia, CA) according to the manufacturer’s instructions in conjunction with DNase. The quality of total RNA was determined using a Nanodrop spectrometer (Thermo Fisher Scientific Inc., Wilmington, DE) and 1% formaldehyde gel electrophoresis. Total RNA samples were then sent to the Genomics Center at Purdue University for sequencing and 101 bp paired-end reads were generated with the Illumina HiScanSQ system. Since samples were a mixture of RNA from both soybean and *P. sojae*, to exclude the effect of *P. sojae* sequences, all reads that aligned to the *P. sojae* genome sequence were eliminated [57]. All remaining reads were then aligned to *G. max* reference genome (v8.0, http://www.phytozome.net) using TopHat software [58] with parameters set to allow only one mismatch, and 30 and 100,000 bp of the minimum and maximum intron length based on the current gene annotation. Moreover, only the uniquely mapped reads or fragments were kept for further analyses. The raw count of each gene was calculated by HTSeq (http://www-huber.embl.de/users/anders/HTSeq) with the “intersection_nonempty” mode, and preceded to edgeR package [59] in the R-Bioconductor tools.

To detect variability, we estimated the over dispersion from 40 highly confident soybean housekeeping genes collected from previously reported papers (Additional file 10) [24,33,60-63], considering different soybean lines as replicates of control and inoculation groups. The data were then modeled using a Negative Binomial model in edgeR to identify differentially expressed genes after inoculation using the dispersion estimated from the housekeeping genes as a common dispersion. Any genes with coverage read count less than one count per million of two paired samples were removed in later analyses. Differential expression between the inoculation group and the mock-inoculation group for each line was tested for false discovery rate (FDR) that was controlled at 0.05 [64] using edgeR package [59].

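On the recovered fragments, with the dispersion of 0.0296 estimated from 39 of the 40 housekeeping genes, edgeR's exact test gave 2039 (*Rps1-k*) to 5568 (*Rps5*) DEGs per line and 9994 nonredundant DEGs at an adjusted p under 0.05. It gave 5926 IIGs, 1133 CIGs and 846 BIGs. In the narrow range comparison 17 genes were up-regulated and 7 were down-regulated, and in the broad range comparison 83 and 71. The mean of the other 6 NILs was 2.09 times that of the *Rps1* lines. The dispersion stands in for the spread between replicates, which the design does not hold, and the calls depend on it. The dispersion of the median gene was 0.0136, and with 0.25 times the housekeeping value the exact test called 20883 nonredundant DEGs.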

### Hierarchical cluster and heatmap analysis

Pvclust and hclust were performed using the log_2_FC of the 5,806 IIGs with default parameters using distance method “correlation” for complete linkage clustering analysis. Pvclust provides two types of *p*-values to assess the uncertainty for each cluster: approximately unbiased (AU) p-value and bootstrap probability (BP) value, via multi-scale bootstrap re-sampling [35]. The heatmap representing the expression intensity and direction was drawn using pheatmap *R* package with the distance method “euclidean” for both rows and columns [65].

### Gene Ontology, heatmap and homologous gene functional analysis

Annotations of GO terms were obtained from the AgriGO website based on the *G. max* model [66], and GO biological process categories were used. These terms were manually classified into six broad functional groups, ‘response to biotic or abiotic stress’, ‘biological regulation’, ‘growth and development’, ‘transport’, ‘metabolism’, and ‘miscellaneous’, while genes without GO annotations were grouped as ‘unclassified’. For genes with multiple GO categories, only one category was selected based on priority. Homologous genes were searched against annotated *Arabidopsis* gene protein database (The *Arabidopsis* Information Resouces, http://www.arabidopsis.org) using BLASTP to verify gene functions manually.

### Quantitative real-time PCR analysis

The qRT-PCR was carried out using StepOnePlus™ Real Time PCR system (Applied Biosystems). The RNA samples used as templates for qRT-PCR were the same as those used for RNA-Seq. The *cons4* gene [60] was used as internal control for normalization of qRT-PCR data. For each gene, three experimental replicates were performed. Pearson correlations were calculated between RNA-Seq and qRT-PCR methods using six out of seven randomly selected genes for Log2 fold change of inoculated and mock-inoculated treatments in each soybean line (Additional file 3).

### Availability of supporting data

The transcriptome sequences presented in this study have been deposited in NCBI Gene Expression Omnibus under accession numbers GSE48524.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

TJH and JM designed the research; FL, MZ, RWD, TJH, and JM interpreted the data; FL, MZ, DDB, JP, LS, YL, BZ, ZT performed the research; FL, MZ, RWD, TJH, and JM drafted and revised the manuscript; FL, MZ, DDB, JP, LS, YL, BZ, ZT, RWD, TJH, and JM approved the submission of the version. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Breeding pedigree of soybean NILs used in this study. Click here for file

Additional file 2 **Reactions of soybean NILs to *Phytophthora sojae*.** Click here for file

Additional file 3 List of primers used in qPCR. Click here for file

Additional file 4 **Comparison in expression of six soybean genes in Williams and 10 NILs, each containing a single *Rps* gene, as determined by RNA-Seq analysis or qRT-PCR.** Y axis indicates differential expression of selected genes for each soybean line. X axis indicates selected genes used for qRT-PCR. These genes are Glyma02g47940 (1), Glyma04g20330 (2), Glyma05g24770 (3), Glyma07g07270 (4), Glyma09g37290 (5), Glyma10g44170 (6), and Glyma11g04130 (7). Pearson’s corrleation coefficient (r). Click here for file

Additional file 5 **Heatmap (hcluster) analysis of 5,806 IIGs for 10 soybean NILs, each containing a single *Rps* gene.** The values used to draw heatmap is Log_2_ (fold change) of expression level of post inoculation to mock inoculation. Click here for file

Additional file 6 GO analysis of DEGs in different categories. Click here for file

Additional file 7 **Gene ontology categories for IIGs identified in soybean NILs, each containing a single *Rps* gene.** Left bar = up-regulated genes. Right bar = down-regulated genes. Click here for file

Additional file 8 **Comparison of differentially expressed transcription factors (DETFs) between Williams and 10 NILs each containing a single *Rps* gene.** A: up-regulated DETFs. B: down-regulated DETFs. Red and purple represent the number of DETFs specific to individual *Rps* genes and collectively referred to as incompatible interaction transcription factors. Brown and dark purple represent the number of DETFs shared by an individual NIL and Williams. Green and light blue represent the number of DETFs specifically expressed in Williams when compared to a specific NIL. The central green and light blue circles represent the common proportion of Williams-specific DETFs that are collectively referred to as compatible interaction transcription factors. Click here for file

Additional file 9 Counts of transcription factors (TFs) in different groups. Click here for file

Additional file 10 Housekeeping genes selected in this study. Click here for file

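Housekeeping genes did not all hold steady. Of the 39 housekeeping genes that passed the filter, 20 fell and 5 rose across the 11 lines at an adjusted p under 0.05 (limma), and 16 fell and 8 rose with the libraries rescaled to equal medians. Their median log2 fold change was -0.19, and -0.0999 after rescaling, where the median of all tested genes was -0.0972 and -0.0114.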

# Supplementary material for: Molecular response to the pathogen Phytophthora sojae among ten soybean near isogenic lines revealed by comparative transcriptomics
**Source:** BMC Genomics. 2014 Jan 10;15:18. doi: 10.1186/1471-2164-15-18
**Supplement:** Additional file 1 — Breeding pedigree of soybean NILs used in this study.

# Supplementary material for: Molecular response to the pathogen Phytophthora sojae among ten soybean near isogenic lines revealed by comparative transcriptomics
**Source:** BMC Genomics. 2014 Jan 10;15:18. doi: 10.1186/1471-2164-15-18
**Supplement:** Additional file 2 — Reactions of soybean NILs to Phytophthora sojae .

| **Additional file 2** Reactions of soybean NILs to *Phytophthora sojae* | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **Experimental Rep 1** | | | |  | **Experimental Rep 2^a^** | | | |  | **Experimental Rep 3** | | | |
|  |  | **Inoculated** | | **Mock^b^** | |  | **Inoculated** | | **Mock** | |  | **Inoculated** | | **Mock** | |
| **NIL** | ***Rps*** | **#^c^** | **%^d^** | **#** | **%** |  | **#** | **%** | **#** | **%** |  | **#** | **%** | **#** | **%** |
| Williams | rps | 17 | 6 | 13 | 100 |  | 18 | 0 | 20 | 100 |  | 20 | 0 | 20 | 100 |
| Union | 1-a | 16 | 100 | 18 | 100 |  | 20 | 100 | 0^e^ | - |  | 19 | 100 | 19 | 100 |
| L77-1863 | 1-b | 14 | 100 | 15 | 100 |  | 20 | 100 | 0 | - |  | 21 | 100 | 21 | 100 |
| L75-3735 | 1-c | 16 | 100 | 12 | 100 |  | 19 | 100 | 21 | 100 |  | 22 | 100 | 18 | 100 |
| Williams82 | 1-k | 14 | 100 | 8 | 100 |  | 21 | 100 | 19 | 100 |  | 22 | 100 | 20 | 100 |
| L83-570 | 3-a | 16 | 75 | 18 | 100 |  | 22 | 100 | 23 | 100 |  | 21 | 100 | 22 | 100 |
| L91-8347 | 3-b | 14 | 100 | 14 | 100 |  | 20 | 100 | 0 | - |  | 21 | 82 | 22 | 100 |
| L92-7857 | 3-c | 10 | 80 | 13 | 100 |  | 15 | 93 | 19 | 100 |  | 21 | 100 | 21 | 100 |
| L85-2352 | 4 | 17 | 100 | 15 | 100 |  | 18 | 100 | 22 | 100 |  | 21 | 100 | 22 | 100 |
| L85-3059 | 5 | 14 | 86 | 10 | 100 |  | 14 | 100 | 21 | 100 |  | 22 | 95 | 22 | 100 |
| L89-1581 | 6 | 15 | 87 | 14 | 100 |  | 20 | 100 | 21 | 100 |  | 20 | 100 | 22 | 100 |
| ^a^Seedlings were bulked for each line for sequencing. | | | | | | | | | | | | | | | |
| ^b^Seedlings treated in the same manner as inoculated but without *P. sojae*. | | | | | | | | | | | | | | | |
| ^c^#=Number of seedlings observed. | | | | | | | | | | | | | | | |
| ^d^%=Percentage of surviving seedlings. | | | | | | | | | | | | | | | |
| ^e^Due to poor seed germination, no seedlings were reserved for symptom evaluation | | | | | | | | | | | | | | | |

# Supplementary material for: Molecular response to the pathogen Phytophthora sojae among ten soybean near isogenic lines revealed by comparative transcriptomics
**Source:** BMC Genomics. 2014 Jan 10;15:18. doi: 10.1186/1471-2164-15-18
**Supplement:** Additional file 3 — List of primers used in qPCR.

| **Additional file 3** List of primers used in qPCR | | |
| --- | --- | --- |
| **Gene_ID** | **Forward primer** | **Reverse primer** |
| Glyma02g47940 | TTGGGATGGGAGACCCTTTC | CAAGTTTGTGAGGGAGGAGTTAGAG |
| Glyma04g20330 | CATTAGTTGCCTTCTTCCCTTC | GCGGTGGCTTATGCTCATG |
| Glyma05g24770 | TTCAAGTGGTGGTTGTGATTCC | GAACTCAGGGTGGGGAGATG |
| Glyma07g07270 | AACATAATCTTTGCCAGGAAAGAGT | GTATGTGGTCACTAGATGGTACCGT |
| Glyma09g37290 | GGGGCACACACAGGCATG | CAGTGGTAATGGCTGCTAATGAA |
| Glyma10g44170 | GAAAACCAGTAGAAAGCAGACAATAC | TGCATCAGAGGAGGGTCTACAT |
| Glyma11g04130 | TCTCTCATCATCTTCTGAATAAACATC | TCTGCTAATCCCACTAGACCATTT |

# Supplementary material for: Molecular response to the pathogen Phytophthora sojae among ten soybean near isogenic lines revealed by comparative transcriptomics
**Source:** BMC Genomics. 2014 Jan 10;15:18. doi: 10.1186/1471-2164-15-18
**Supplement:** Additional file 4 — Comparison in expression of six soybean genes in Williams and 10 NILs, each containing a single Rps gene, as determined by RNA-Seq analysis or qRT-PCR. Y axis indicates differential expression of selected genes for each soybean line. X axis indicates selected genes used for qRT-PCR. These genes are Glyma02g47940 (1), Glyma04g20330 (2), Glyma05g24770 (3), Glyma07g07270 (4), Glyma09g37290 (5), Glyma10g44170 (6), and Glyma11g04130 (7). Pearson’s corrleation coefficient (r).

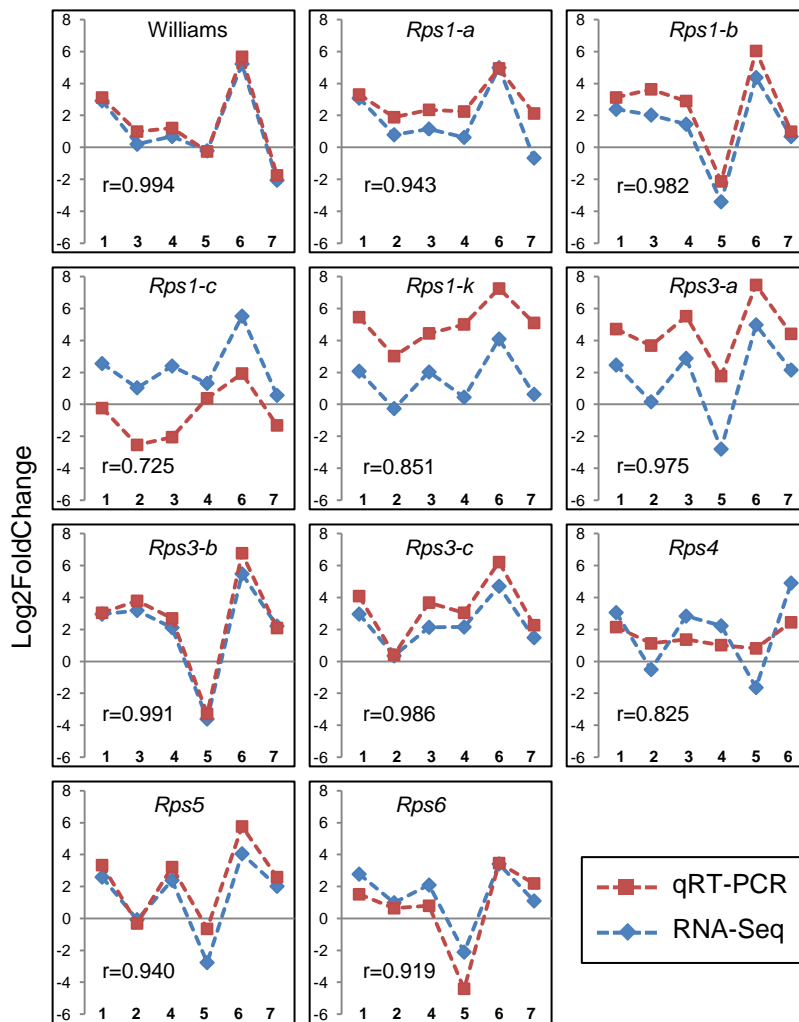

Additional file 4 Comparison in expression of six soybean genes in Williams and 10 NILs, each containing a single *Rps* gene, as determined by RNA-Seq analysis or qRT-PCR. Y axis indicates differential expression of selected genes for each soybean line. X axis indicates selected genes used for qRT-PCR. These genes are Glyma02g47940 (1), Glyma04g20330 (2), Glyma05g24770 (3), Glyma07g07270 (4), Glyma09g37290 (5), Glyma10g44170 (6), and Glyma11g04130 (7). Pearson's correlation coefficient (r).

# Supplementary material for: Molecular response to the pathogen Phytophthora sojae among ten soybean near isogenic lines revealed by comparative transcriptomics
**Source:** BMC Genomics. 2014 Jan 10;15:18. doi: 10.1186/1471-2164-15-18
**Supplement:** Additional file 5 — Heatmap (hcluster) analysis of 5,806 IIGs for 10 soybean NILs, each containing a single Rps gene. The values used to draw heatmap is Log2 (fold change) of expression level of post inoculation to mock inoculation.

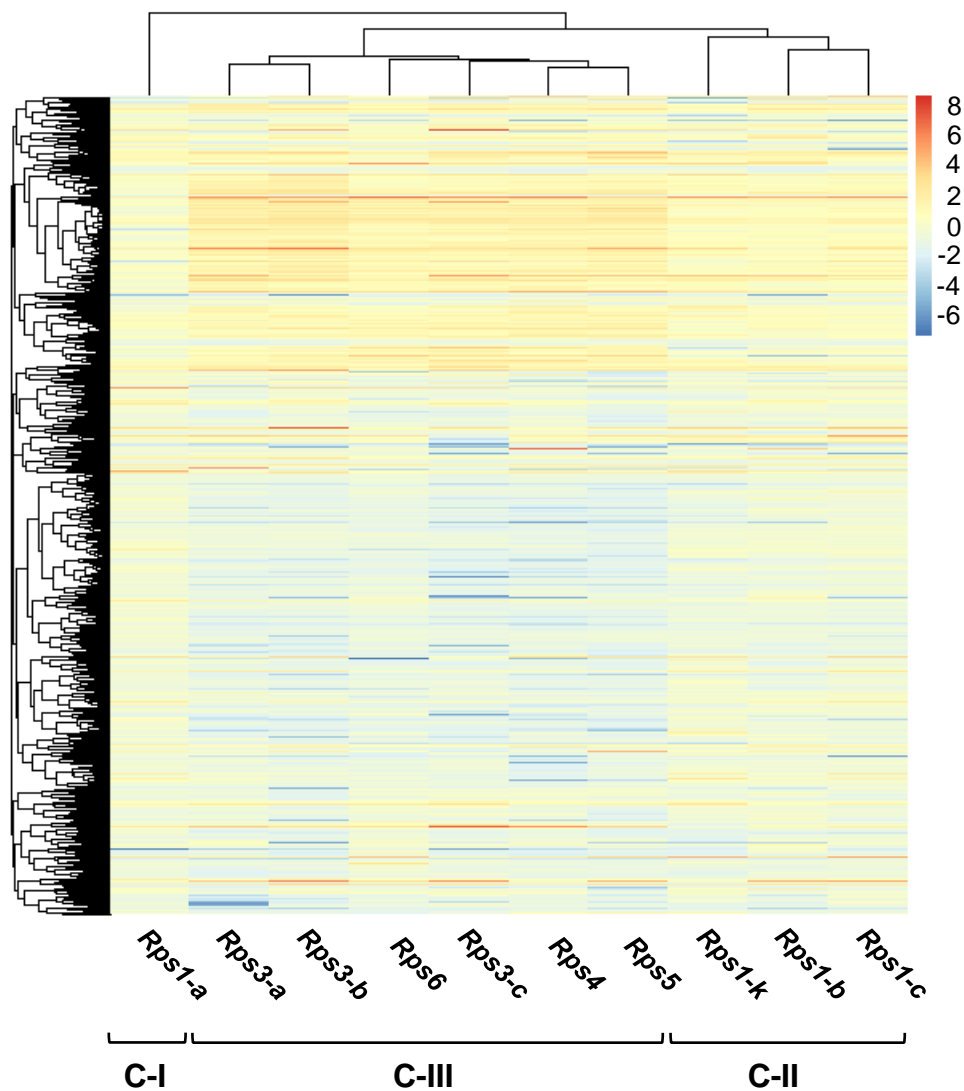

Additional file 5 Heatmap (hcluster) analysis of 5,806 IIGs for 10 soybean NILs, each containing a single *Rps* gene. The values used to draw heatmap is Log_2 (fold change) of expression level of post inoculation to mock inoculation.

# Supplementary material for: Molecular response to the pathogen Phytophthora sojae among ten soybean near isogenic lines revealed by comparative transcriptomics
**Source:** BMC Genomics. 2014 Jan 10;15:18. doi: 10.1186/1471-2164-15-18
**Supplement:** Additional file 7 — Gene ontology categories for IIGs identified in soybean NILs, each containing a single Rps gene. Left bar = up-regulated genes. Right bar = down-regulated genes.

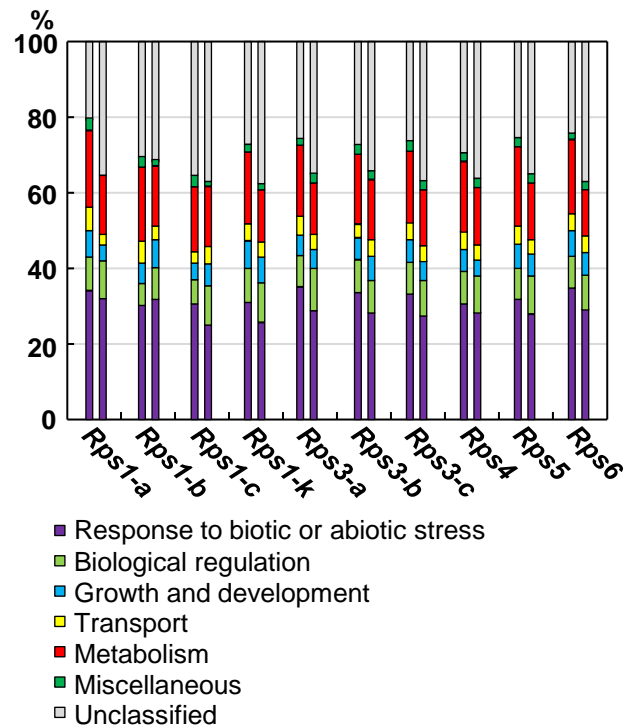

Additional file 7 Gene ontology categories for IIGs identified in soybean NILs, each containing a single *Rps* gene. Left bar = up-regulated genes. Right bar = down-regulated genes.

# Supplementary material for: Molecular response to the pathogen Phytophthora sojae among ten soybean near isogenic lines revealed by comparative transcriptomics
**Source:** BMC Genomics. 2014 Jan 10;15:18. doi: 10.1186/1471-2164-15-18
**Supplement:** Additional file 8 — Comparison of differentially expressed transcription factors (DETFs) between Williams and 10 NILs each containing a single Rps gene. A: up-regulated DETFs. B: down-regulated DETFs. Red and purple represent the number of DETFs specific to individual Rps genes and collectively referred to as incompatible interaction transcription factors. Brown and dark purple represent the number of DETFs shared by an individual NIL and Williams. Green and light blue represent the number of DETFs specifically expressed in Williams when compared to a specific NIL. The central green and light blue circles represent the common proportion of Williams-specific DETFs that are collectively referred to as compatible interaction transcription factors.

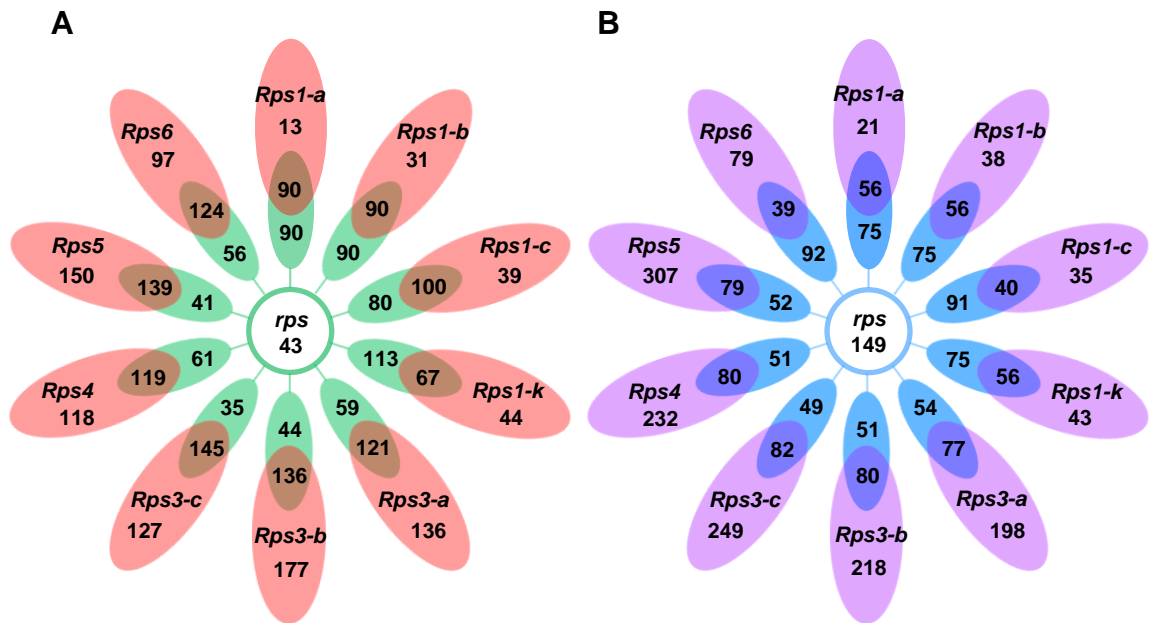

Additional file 8 Comparison of differentially expressed transcription factors (DETFs) between Williams and 10 NILs each containing a single *Rps* gene. A: up-regulated DETFs. B: down-regulated DETFs. Red and purple represent the number of DETFs specific to individual *Rps* genes and collectively referred to as incompatible interaction transcription factors. Brown and dark purple represent the number of DETFs shared by an individual NIL and Williams. Green and light blue represent the number of DETFs specifically expressed in Williams when compared to a specific NIL. The central green and light blue circles represent the common proportion of Williams-specific DETFs that are collectively referred to as compatible interaction transcription factors.

# Supplementary material for: Molecular response to the pathogen Phytophthora sojae among ten soybean near isogenic lines revealed by comparative transcriptomics
**Source:** BMC Genomics. 2014 Jan 10;15:18. doi: 10.1186/1471-2164-15-18
**Supplement:** Additional file 10 — Housekeeping genes selected in this study.

**Additional file 10** Housekeeping genes selected in this study

| **Gene ID** | **Gene symbol** | **NCBI Accession No.** | **Reference** |
| --- | --- | --- | --- |
| Glyma02g44460 | EF1b | EV279336 | Hu et al. 2009; Jian et al. 2008 |
| Glyma03g27970 | TUB4 | EV263740 | Hu et al. 2009 |
| Glyma03g29350 | Cons7/MTP | AW310136/CF808703 | Libault et al. 2008; Hu et al. 2009 |
| Glyma04g02610 | Tubulin_motif | - | Kim et al. 2011 |
| Glyma04g05080 | Cons17 | AI442942 | Libault et al. 2008 |
| Glyma04g39380 | ACT2/7 | BW677100 | Hu et al. 2009; Jian et al. 2008 |
| Glyma05g23230 | Tubulin_motif | - | Kim et al. 2011 |
| Glyma05g29000 | TUA5 | CA801144 | Hu et al. 2009 |
| Glyma05g37860 | Cons10 | CD394504 | Libault et al. 2008 |
| Glyma06g01850 | GmGAPDH | DQ224371.1 | Stolf-Moreira et al. 2011 |
| Glyma06g04180 | UKN2 | BE330043 | Hu et al. 2009 |
| Glyma07g32020 | UBQ10 | EH258122 | Hu et al. 2009; Jian et al. 2008 |
| Glyma08g01740 | Tubulin | - | Kim et al. 2011 |
| Glyma08g05480 | HDC | CK768960 | Hu et al. 2009 |
| Glyma08g19420 | Actin | - | Kim et al. 2011 |
| Glyma10g17160 | Cons8 | BG508491 | Libault et al. 2008 |
| Glyma10g29280 | Cons9 | BI317557 | Libault et al. 2008 |
| Glyma10g38460 | Cons15/PEPKR1 | AW396185 | Hu et al. 2009; Libault et al. 2008 |
| Glyma11g04750 | Tubulin_motif | - | Kim et al. 2011 |
| Glyma12g02310 | Cons4/UKN1 | BU578186 | Hu et al. 2009; Kim et al. 2011; Libault et al. 2008 |
| Glyma12g02790 | CYP | CF806591 | Hu et al. 2009; Jian et al. 2008 |
| Glyma12g05510 | Cons6/SKIP16 | CD397253 | Hu et al. 2009; Kim et al. 2011; Libault et al. 2008 |
| Glyma12g36300 | Cons18 | BG157306 | Libault et al. 2008 |
| Glyma13g12030 | GmRNAr18S | X02623.1 | Stolf-Moreira et al. 2011 |
| Glyma14g07680 | Cons16 | AI938444 | Libault et al. 2008 |
| Glyma14g40380 | Cons3 | BE659234 | Libault et al. 2008 |
| Glyma15g05570 | Gmβ-actin | GMU60500 | Stolf-Moreira et al. 2011 |
| Glyma15g13970 | Tubulin_motif | - | Kim et al. 2011 |
| Glyma15g15010 | Cons5 | CA801096 | Libault et al. 2008 |
| Glyma15g42570 | Cons1 | BU551231 | Libault et al. 2008 |
| Glyma16g32510 | Cons14 | BU548932 | Libault et al. 2008 |
| Glyma17g08010 | Cons11 | CD391856 | Libault et al. 2008 |
| Glyma17g14750 | Cons2 | AW348242 | Libault et al. 2008 |
| Glyma18g16160 | UBC2 | - | Jian et al. 2008 |
| Glyma18g52780 | ACT11 | BW652479 | Hu et al. 2009; Jian et al. 2008 |
| Glyma19g37940 | Tubulin_motif | - | Kim et al. 2011 |
| Glyma20g26690 | TIP41 | EV263725 | Hu et al. 2009 |
| Glyma20g27280 | Tubulin_motif | - | Kim et al. 2011 |
| Glyma20g29840 | Tubulin_motif | - | Kim et al. 2011 |
| Glyma13g17820 | UBQ10 |  | Jian et al. 2008 |

How the deposited data were processed for this re-analysis (not part of the article)

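RNA from the stems of 11 soybean lines was sequenced 24 h after inoculation with *P. sojae* or mock inoculation. The lines were Williams and 10 NILs, 4 with an allele of *Rps1* and 6 with an allele of *Rps3* or with *Rps4*, *Rps5* or *Rps6*. Each line had 1 library per treatment, made from bulked seedlings, 22 libraries in all. The authors removed reads of *P. sojae*, aligned the rest with TopHat (2.0.4), allowing 1 mismatch, kept unique alignments and counted fragments per gene model with HTSeq in the mode intersection_nonempty. The deposited values are CPM, which the authors made by dividing the fragments of a gene by a total for the library, and they carry 2 decimals for 46367 gene models. The chromosome, start and end of each gene model were used as the authors gave them beside the values.

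Fragments were recovered from the CPM values by the size of 1 fragment in each library, and 100% of values were whole within a tolerance of 0.1 fragments. The recovered depth was 5731752 to 15934579 fragments per library. For the *Rps1-k* mock library, values summed to 1013979 rather than to the total that the other 21 libraries reach within rounding. The values were used as deposited, and edgeR was given the recovered fragments with their own totals. At these depths 1 fragment was 0.0628 to 0.174 CPM, so the minimum of 1 CPM lay several fragments above 0.

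The tests across lines used R 4.3.3 and limma 3.58.1 on log2(CPM + 1), for genes with at least 1 CPM in at least 4 of 22 libraries (33628 genes; 4286 genes had no fragment in any library). The log2 ratio of inoculated to mock was taken within each line, so that the line served as the block, and p-values were adjusted by Benjamini-Hochberg over all genes tested with a threshold of 0.05. The comparisons were the mean ratio over 11 lines against 0, the 4 *Rps1* lines against the other 6 NILs, Williams against the 10 NILs with the spread of the NILs, and the 3 *Rps3* lines against *Rps4*, *Rps5* and *Rps6*. Another test compared the mock libraries of the *Rps1* lines with those of the other 6 NILs.

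DEGs of a line were taken by a size rule, a log2 fold change of at least 1 in either direction and at least 1 CPM in the higher library, because the values are normalized and a line has no replicate. The plan made before the data were examined named edgeR's exact test for values on a count scale and the size rule otherwise. After it was found that whole fragments could be recovered, the exact test (edgeR 4.0.16) was added on them, with the dispersion of 0.0296 from 39 of 40 housekeeping genes and lines as replicates of each treatment, as the paper's methods describe, and edgeR's quasi-likelihood test was added to the comparisons across lines. Both were thus chosen after the values were seen. IIGs, CIGs and BIGs were formed from the calls per direction. NILs were clustered by Pearson correlation of log2 fold changes across IIGs with complete linkage, and 1000 resamples of genes gave the support of clusters, computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. Values per line were compared by exact permutation tests. The methods were tested on simulated data with added changes in 100 genes. The test across 11 lines found 98 changes of 2-fold, the test of the *Rps1* lines 70 and 95 of 4-fold, the test of Williams 6 and 75, the size rule in 1 line 50 and 99, and the exact test in 1 line 12 and 97. Genes without an added change were called too, 353 by the size rule in 1 line and 105 by the exact test in 1 line. The calls of a single line thus hold many false ones. The tests across 11 lines, of the *Rps1* lines and of Williams called 9, 13 and 4 such genes. Genes with the lowest levels received no added change.

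Named genes were chosen by a rule set before the data were examined: every gene that the paper names in Table 3, Figure 5, the qRT-PCR experiment or the text, whose values in the paper had thus been seen, and for each comparison the 10 genes with the largest rise and the 10 with the largest fall among those that passed the test, carry an annotation in the paper's tables, have a mean of at least 5 CPM and changed the same way in all 11 lines or did not overlap between groups, with at most 2 genes per direction without an annotation. Identifiers of Figure 5 were read from the picture. Lists of genes for salicylic acid, jasmonic acid, ethylene, brassinosteroid, abscisic acid, auxin, gibberellin, cytokinin, oxidative stress, defense, light, cell wall, cell division, phenylpropanoids and heat were taken from the paper's annotation of IIGs, of which the copy used here is cut and holds whole lists for 6 of the 10 NILs, before the data were examined, and housekeeping genes from its list of 40. Families of transcription factors were left out, since no table of them was at hand.

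Alternatives set before the data were examined were a pseudocount of 0.25 or 5 CPM, no filter on low values, rescaling to a common median, a trend of the spread on the mean, a minimum log2 difference of 1, no block, leaving out each line, groups of lines by the drop in mapped reads of Table 1, mapped reads as a covariate, inoculated or mock libraries alone for the *Rps1* comparison, and for DEGs of a line at least 1 CPM in both libraries, no filter and rescaling within the line. Those added after the values were seen were the tests of edgeR and their settings, a pseudocount of 0.25 or 5 CPM in the size rule, the 7 NILs with and the 3 NILs without a drop in mapped reads, the share of clean reads of the mock library as a covariate or as a grouping, and single treatments for Williams. Inoculated and mock libraries of a line were paired by genotype. After the mean of each treatment was taken out, the correlation between the libraries of a line was -0.289 to 0.228 and was highest with its own partner in 3 of 11 lines. The reads, the qRT-PCR measurements and *P. sojae* transcripts were not analysed here.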

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

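The tests of edgeR, of the drop in mapped reads, of a common mock level, of the JAZ homologs and of chromosome 15 were chosen after the results they address were seen, and the other tests in this part were set before the data were examined.

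The 4 *Rps1* lines responded to inoculation less than the other 6 NILs, with 2651 genes whose response differed between the groups and 1712 fewer DEGs per line. Of 100 groupings of the 10 NILs into 4 and 6, the real one included, 1 reached as many genes, the real one. The highest of the others gave 69. This makes chance unlikely, though not every grouping was tried. The mock libraries, which the paper does not compare between lines, differed between the same groups in 806 genes, where again 1 of 100 groupings, the real one, reached as many and the highest other gave 101. The response of Williams differed from that of the 10 NILs in 85 genes. Any single NIL set against the other 10 lines gave at most 1 gene, but the count for Williams was itself 1 without *Rps1-b*, *Rps3-c*, *Rps4*, *Rps5* or *Rps6* and 9 after rescaling. Since 1 line stands alone in each comparison and its count is this unstable, Williams cannot be told apart from any single line standing as far from the others. The bound set beforehand, far fewer genes in every NIL than in Williams, did not allow for this spread of the count.

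For the fewer DEGs of the *Rps1* lines, sequencing depth and the read quality of the inoculated libraries were tested first. With every library thinned to 5731752 fragments, the other 6 NILs still had 1.97 times the DEGs of the *Rps1* lines by edgeR's exact test, and within the lines with a drop in mapped reads the ratio by size was 1.67, so both argue against these causes. A smaller share of responding tissue in the *Rps1* stems would weaken changes but not reverse them. Of the differing genes 68.5% were weaker in the same direction, but 27.6% went the opposite way, 365 of them by more than 2 standard errors. This argues against it as the whole cause of the differing responses. Genes of the opposite direction can also come from differences between the mock libraries, so a smaller share of tissue is not excluded for the fewer DEGs. With every inoculated library set against the mean of the 10 NIL mock libraries, the ratio by size was still 1.37 (2831 to 3529 DEGs in the *Rps1* lines and 3602 to 5168 in the other 6, exact permutation test, two-sided, p = 0.0095), and 2858 genes differed between the groups in the inoculated libraries alone against 806 in the mock libraries alone. This argues against differences between the mock libraries as the whole cause. As a part of it they cannot be told apart from the response, since a median of 37.5% of the response difference lay in the mock libraries and each line had 1 mock library. A weaker or later response through *Rps1* may also explain the pattern and was not tested, as 1 time point was sampled.

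For the JAZ homologs, of which 5 of 12 were down-regulated in Williams by the size rule, a median of 59.7% of the difference between Williams and the NILs lay in the mock libraries, where the mean log2 level of the 12 in Williams was 1.17 above that of the NILs (SD 0.55, n = 10). A high level in the Williams mock library as a part of the cause thus cannot be told apart from chance variation of 1 such library. As the only cause it is argued against by the inoculated library of Williams, which was below all 10 NILs for 8 of 12 homologs, with their mean log2 level 0.81 below that of the NILs (SD 0.24, n = 10). Between the *Rps1* lines and the other 6 NILs the median was 88.4%, so the lower response of the *Rps1* lines is consistent with a higher level of JAZ transcripts in their wounded stems. The share of clean reads of the mock library as a covariate left 100% of the 11 JAZ homologs called higher, with all 12 higher in the group with over 90% of clean reads (median 0.81) as in the other group, which argues against read quality. A stronger response to wounding in the *Rps1* lines is a candidate explanation that was not tested, since no unwounded stems were sampled.

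Expression specific to a line was found for 17 genes, of which the paper names none, and 7 of them lay on chromosome 15 in *Rps1-a*. On average over the NILs 47.78% of the genes of a line lay on the chromosome of its own locus, and exchanging the chromosomes between lines gave a mean share as high with p = 0.0029 (exact permutation). This argues against labels exchanged between loci, for the lines with such genes. It cannot show an exchange between lines of 1 locus, and *Rps1-b*, *Rps3-b*, *Rps3-c* and *Rps6* had no such gene. With a gap of 1 the share was 57.02%, and with a gap of 3 it was 0%. Of the 8 genes on the chromosome of the own locus, 50% were lower in the line. In these, reads of donor alleles lost in alignment with 1 mismatch cannot be told apart from lower expression. The paper gives the soybean genome sequence as that of the *Rps1-k* line. Glyma03g05890 and Glyma03g07120 were higher in *Rps1-k*, at 15.86 and 9.565 CPM against means of 0.334 and 0.0735 in the other lines. For these genes, loss of reads in the other lines cannot be told apart from higher expression in *Rps1-k*. On chromosome 15, 7 of 9 genes were more than chance placement gave (permutation test with 10000 random sets, p = 1.000e-04, the smallest they can give), and 57.14% of 14 further genes set apart in *Rps1-a* by a smaller gap lay there too, where 4.74% of tested genes lie, which is consistent with a donor segment outside the *Rps1* region. Since 85.71% of the 7 genes were lower in *Rps1-a*, loss of reads of donor alleles cannot be told apart from lower expression there.

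Single lines stood apart from their group in some values, and chance marks about 1 in 20 groups in this way. Of 228 groups of log2 fold changes of named genes 16 did, where 11.4 would by chance, and of 14 groups of values per line 3 did. *Rps6* had 3564 DEGs, the fewest of the other 6 NILs, and a slope of 0.754 over genes that fell, and *Rps1-k* was the *Rps1* line without a drop in mapped reads (0.7 points). In *Rps1-a* the log2 fold change was below that of the other *Rps1* lines for *JAZ1* (Glyma11g04130 -0.66, Glyma15g19840 -0.37, Glyma17g05540 -0.92), *JAZ8* (Glyma08g10220, -0.46), *MPK3* (Glyma11g15700, -0.18), *RK3* (Glyma09g15090, 1.67), Glyma04g20620 (cuticle development, 1.06), Glyma05g04630 (carbohydrate biosynthesis, -0.55), Glyma07g31280 (transport, 0.69) and Glyma09g34040 (regulation of transcription, 0.29). The other values were 1.69 for Glyma02g14310 (response to stimulus) in *Rps1-k*, 0.63 for Glyma12g32710 (response to wounding) in *Rps1-b*, -2.40 for Glyma17g07450 (secretion) in *Rps1-c*, -2.15 for Glyma02g47230 (receptor kinase) in *Rps6*, 0.82 for Glyma13g37750 in *Rps3-b* and 1.3999 for the *BAK1* homolog Glyma15g05730 in *Rps3-c*.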

How the results depend on the processing

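The tests of edgeR, other pseudocounts in the size rule, the groupings of 7 and 3 NILs, the share of clean reads as a covariate or a grouping and single treatments for Williams were added after the results were seen, and the other settings were set before. The cause of a change with a setting was not tested, except where fewer lines or a stricter threshold make it. The count of genes changed across the 11 lines stayed within 1.5 times 21890 in 20 of 22 settings (leaving out a line, 20795 to 22034). It was 9239 in the 3 lines without a drop in mapped reads and 3213 with a 2-fold minimum, both by construction. The count for the *Rps1* lines stayed within that range in 17 of 23 settings (2021 to 3492 over pseudocounts). It was 621 with a 2-fold minimum, 1287 in the 7 NILs with a drop, 0 in the 3 NILs without (5197 at an unadjusted p under 0.05, limma), 806 in mock libraries alone against 2858 in inoculated libraries alone, and 1270 (without *Rps1-a*) to 2583 without 1 line, with 1657 without *Rps5*. The count for Williams held in 2 of 22 settings. It was 11 and 472 with a pseudocount of 0.25 and 5 CPM, 10 without a filter, 9 after rescaling, 226 with a trend, 1184 with separate means for the groups of NILs, 0 against the *Rps1* lines, 2263 against the other 6, 0 in mock libraries alone (3719 at an unadjusted p under 0.05, limma), 630 by edgeR's quasi-likelihood test and 1 to 995 without 1 NIL (995 without *Rps1-a*, at most 17 otherwise). The *Rps3* comparison gave 0 in all 13 settings, with 2180 at an unadjusted p under 0.05 by edgeR. The mock comparison gave 713 with clean reads as a covariate, and 0 in the 6 NILs above and 0 in the 4 NILs below 90% of clean reads (3776 and 3785 at an unadjusted p under 0.05, limma), with fewer lines. Nonredundant DEGs numbered 4848 with a pseudocount of 5, and by the exact test 5141 and 20883 with 2 and 0.25 times the dispersion and 6503 at an adjusted p under 0.01. In these 4 settings IIGs were 2649, 2953, 11867 and 3690, with 4678 by the exact test with both libraries at 1 CPM. CIGs were 611 with a pseudocount of 5 and 1783, 535 and 2064 by the exact test with the dispersion of the median gene and 2 and 0.25 times the housekeeping one. BIGs were 559 with a pseudocount of 5, 630 with both libraries at 1 CPM, and by the exact test 458, 1955, 595, 504 and 693 (2 and 0.25 times the dispersion, adjusted p under 0.01, both libraries at 1 CPM, thinned libraries). The other 6 NILs had more DEGs than the *Rps1* lines in all 14 settings, by 1064 to 4104. Their similarity exceeded that between groups by 0.101 to 0.210 in 15 settings, while the same 3 clusters formed in 5 of 8 settings and without 9 of 10 lines, *Rps1-a* being the exception. With a gap of 3 for line-specific genes the share on the own chromosome was 0. Of 1804, 1449 and 1694 values of named genes in the comparisons across lines, of the *Rps1* lines and of Williams, 1678, 1270 and 1405 held their direction and side of the threshold. The 2 that reversed were, in inoculated libraries alone, *EIN4* (Glyma03g41220, -0.0108, adjusted p 0.98) and *JAZ1* (Glyma15g19840, 0.0389, adjusted p 0.867, limma), so that their difference between the groups of NILs lay in the mock libraries. Depth limits genes near 1 CPM, where 1 fragment was up to 0.174 CPM.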

Differences from the paper's values

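The exact test of edgeR, which the paper's methods name, and its settings were run only after the values were seen, whereas the alternatives of requiring 1 CPM in both libraries of a line, of using no filter and of rescaling within the line were set before the data were examined. The paper calls DEGs at a false discovery rate of 0.05, and the values here are by the size rule, so the thresholds differ. Using no filter changes no call of the size rule, so under it all 17 values differ as much as in the main analysis.

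Of 58 values of the paper that were computed here, 17 differed by more than 1.5 times. Down-regulated DEGs numbered 1020 in *Rps1-a* against the paper's 643 and 1289 in *Rps1-b* against the paper's 831. Requiring 1 CPM in both libraries (826 and 1069) and rescaling (949 and 1138) brought both within 1.5 times. In *Rps1-c* 1337 were down-regulated against the paper's 698, and in *Rps1-k* 1724 against the paper's 740. Rescaling brought these within 1.5 times (1001 and 1024), and requiring 1 CPM in both libraries did not (1062 and 1384). All DEGs of *Rps1-k* numbered 3529 against the paper's 2014, where requiring 1 CPM in both libraries closed the gap (2585) and rescaling did not (3351).

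The fewest up-regulated IIGs of a NIL were 291 against the paper's 159, where requiring 1 CPM in both libraries closed the gap (237) and rescaling did not (290). The fewest down-regulated IIGs were 339 against the paper's 141, and IIGs in Cluster I were 630 against the paper's 300. No alternative set before closed either gap, with 229 and 466 for 1 CPM in both libraries and 321 and 611 after rescaling. IIGs unique to Cluster I numbered 138 against the paper's 62, where requiring 1 CPM in both libraries closed the gap (87) and rescaling did not (127). IIGs unique to Cluster II numbered 883 against the paper's 214, and neither alternative closed the gap (606 and 799). IIGs shared by the clusters in the broad range numbered 140 up-regulated and 193 down-regulated against the paper's 75 and 68, and in the narrow range 32 and 25 against the paper's 16 and 7. Neither alternative closed these gaps, with 125, 138, 25 and 19 for 1 CPM in both libraries and 172, 162, 36 and 16 after rescaling.

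For IIGs per NIL, the highest in Cluster II was 1668 against the paper's 3073, the lowest in Cluster III was 1520 against the paper's 556, and the highest in Cluster III was 2918 against the paper's 614. Neither alternative closed these gaps (1283, 1394 and 2550 for 1 CPM in both libraries, and 1436, 1431 and 2566 after rescaling). In the paper's Figure 1, however, the up- and down-regulated IIGs of a NIL add up to 556 to 614 in Cluster II and to 1193 to 3073 in Cluster III, and the paper's discussion gives lower numbers in Clusters I and II than in Cluster III, so its text has the ranges of Clusters II and III exchanged. On the ranges of Figure 1 the size rule is within 1.5 times for Cluster III (1520 to 2918) and not for Cluster II (1032 to 1668), and all 4 values of the exact test are within 1.5 times. Set against the paper's range for the other cluster, the exact test gave 574 to 626 in Cluster II, where the paper gives 556 to 614 for Cluster III, and 1215 to 3116 in Cluster III, where the paper gives 1193 to 3073 for Cluster II.

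The exact test on the recovered fragments, chosen after the values were seen, brought the other 14 of the 17 values within 1.5 times and dropped none of the 23 genes of Table 3. It also put 1 value out of this range, the fewest IIGs of a NIL in Cluster II, at 574 against the paper's 1193, where the size rule gave 1032, so that 4 values differed under it, all of them ranges of the exchanged clusters. It gave 659, 854, 729 and 753 down-regulated DEGs in the 4 *Rps1* lines, 2039 DEGs in *Rps1-k*, 174 and 146 as the fewest up- and down-regulated IIGs of a NIL, 320 IIGs in Cluster I, 67 and 227 unique to Clusters I and II, 83 and 71 shared in the broad range and 17 and 7 in the narrow range. Its numbers of DEGs per line were -0.569% to 4.44% from the paper's.

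Some statements of the paper differ from the values here. The paper states that the 5 *EBF1* homologs fell in all NILs, whereas Glyma04g20330 and Glyma13g23510 had positive means over the NILs (0.32 and 0.04) and the other 3 had negative means. The paper also states that they rose in Williams, where all 5 log2 fold changes were positive and 4 passed the size rule. All 5 were higher in Williams than in the mean of the NILs. The paper states that the JAZ homologs rose in NILs and fell in Williams. By sign this held for at least 11 of 12 homologs in Williams and in each NIL except *Rps1-a*, where all 12 log2 fold changes were negative. By calls, 0 of 12 were up-regulated in any of the 4 *Rps1* lines by the size rule or by the exact test. In each of the other 6 NILs 5 to 10 of 12 were up-regulated by both, and in Williams 5 of 12 were down-regulated (6 by the exact test). The paper's Table 2 has the fewest up-regulated DEGs and the fewest DEGs in all in *Rps1-k*, whereas the size rule has both in *Rps1-a*. The table has the most up-regulated DEGs in *Rps3-b* and the most in all in *Rps5*, whereas the size rule has both in *Rps3-c* (2863 against 2849, and 5378 against 5358). The exact test, chosen after the values were seen, ranks these lines as the table does. The size rule also has the most DEGs in all in *Rps5* with 1 CPM required in both libraries (4290) and with a pseudocount of 0.25 (6959), and the fewest up-regulated DEGs in *Rps1-k* with a pseudocount of 5 (874 against 880), and these pseudocounts were likewise chosen after the values were seen. The paper places the majority of annotated IIGs under response to stress, whereas that category held 40.7% to 48.8% of the entries that were IIGs here in the 12 lists of 6 NILs read, a majority in 0 of 12 and the largest category in 12 of 12. In *Rps1-b* the sum of the paper's up- and down-regulated DEGs is not equal to its total in Table 2.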

Other observations

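The analysis of the wounded stems without the pathogen by list of genes was made after the results for the JAZ homologs were seen, and so were the groupings of mock libraries by clean reads, and edgeR's quasi-likelihood test was added after the values were seen, while the other tests in this part were set before the data were examined.

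The *Rps1* lines differed from the other 6 NILs in wounded stems without the pathogen, which the paper does not report. Of 806 genes, 412 were higher and 394 lower in the *Rps1* mock libraries at an adjusted p under 0.05 (limma). Of 42 jasmonic acid genes 12 were higher and 1 was lower, among them 11 of 12 JAZ homologs. *JAZ1* (Glyma11g04130) was higher by 1.43 on the log2 scale (standard error 0.25, adjusted p = 0.0177, limma) and *JAZ8* (Glyma13g29070) by 1.38 (standard error 0.26, adjusted p = 0.0232, limma). Glyma13g01140, a gene of the gibberellin pathway, was higher by 1.62 (standard error 0.31, adjusted p = 0.0245, limma). Of 104 auxin genes 11 were lower and 4 higher, and Glyma08g03540 (defense response to fungus) had a difference of -1.30 (standard error 0.16, adjusted p = 0.0069, limma). Within the 6 NILs with over 90% and the 4 NILs with under 90% of clean reads 0 genes passed (limma, smallest adjusted p 0.0503 and 0.3; 3776 and 3785 genes at an unadjusted p under 0.05).

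In the inoculated libraries alone, 48 of 277 defense genes were lower in the *Rps1* lines and 9 higher, 10 of 24 ethylene genes were lower and 0 higher, 10 of 27 salicylic acid genes were lower and 1 higher, and 8 of 42 jasmonic acid genes were lower and 1 higher (limma, adjusted p under 0.05 over all genes). Of 104 auxin genes 7 were lower and 8 higher. Of the JAZ homologs 1 was lower and 0 were higher. Of the 2651 genes with a different response, 1419 also differed in the inoculated libraries alone and 366 in the mock libraries alone.

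For the genes changed on inoculation across the 11 lines, 1 of 100 exchanges of treatment labels within lines, the real one, reached 21890 genes, and the highest of the others gave 17032. This makes chance unlikely, though not every exchange was tried. An exchange of few lines leaves most of the real contrast in place. For the *Rps3* lines against *Rps4*, *Rps5* and *Rps6*, all 10 groupings, the real one included, gave 0 genes, the highest other being 0 (limma, 2240 at an unadjusted p under 0.05, and 0 by edgeR's quasi-likelihood test), and 10 groupings are too few for a share under 0.05.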
